# Fms-like tyrosine kinase 3 is a regulator of the cardiac side population in mice

**DOI:** 10.26508/lsa.202101112

**Published:** 2021-12-13

**Authors:** Giacomo Della Verde, Michika Mochizuki, Vera Lorenz, Julien Roux, Lifen Xu, Leandra Ramin-Wright, Otmar Pfister, Gabriela M Kuster

## Abstract

Fms-like tyrosine kinase 3 (Flt3) is a regulator of hematopoietic progenitor cells and a target of tyrosine kinase inhibitors. Flt3-targeting tyrosine kinase inhibitors can have cardiovascular side effects. Flt3 and its ligand (Flt3L) are expressed in the heart, but little is known about their physiological functions. Here, we show that cardiac side population progenitor cells (SP-CPCs) from mice produce and are responsive to Flt3L. Compared with wild-type, flt3L^−/−^ mice have less SP-CPCs with less contribution of CD45^−^CD34^+^ cells and lower expression of genes related to epithelial-to-mesenchymal transition, cardiovascular development and stem cell differentiation. Upon culturing, flt3L^−/−^ SP-CPCs show increased proliferation and less vasculogenic commitment, whereas Akt phosphorylation is lower. Notably, proliferation and differentiation can be partially restored towards wild-type levels in the presence of alternative receptor tyrosine kinase-activating growth factors signaling through Akt. The lower vasculogenic potential of flt3L^−/−^ SP-CPCs reflects in decreased microvascularisation and lower systolic function of flt3L^−/−^ hearts. Thus, Flt3 regulates phenotype and function of murine SP-CPCs and contributes to cellular and molecular properties that are relevant for their cardiovasculogenic potential.

## Abstract (precis)

This work shows that Flt3 signaling regulates the composition and functionality of the cardiac side population, which could be relevant for cardiovascular homeostasis under Flt3-inhibitory therapies.

## Introduction

Tyrosine kinase inhibitors (TKIs) used for leukemia and solid tumor treatment can have cardiovascular side effects, which include cardiac dysfunction and heart failure (Pun & Neilan, 2016). The mechanisms of this TKI cardiotoxicity are poorly understood, partly because the functions of many TKI target molecules in the heart are still unknown. Fms-like tyrosine kinase 3 (Flt3) is a target of TKIs used for acute myeloid leukemia treatment. Physiologically, Flt3 is mostly known as a regulator of early hematopoietic progenitor cells (Gilliland & Griffin, 2002). However, Flt3 is also expressed in non-hematopoietic tissues. We recently found that intramyocardially administered Flt3 ligand (Flt3L) confers cytoprotection in the infarcted mouse heart, thereby reducing infarct size and improving post-myocardial infarction remodeling and function (Pfister et al, 2014). Whether Flt3 also regulates cardiac progenitor cells (CPCs) has not yet been investigated.

The cardiac side population (SP) contains a pool of heterogeneous CPCs that can give rise to all cardiac lineages including cardiomyocytes, endothelial cells and vascular smooth muscle cells (Pfister et al, 2005; Noseda et al, 2015), hence contributing to cardiovascular homeostasis. Responsible for the SP phenotype are ATP-binding cassette (ABC) transporter proteins, which are regulated by PI3K/Akt signaling (Mogi et al, 2003) and can be inhibited by the Flt3-targeting TKIs quizartinib, sunitinib, ponatinib, and midostaurin (Sen et al, 2012; Wei et al, 2012; Bhullar et al, 2013; Ji et al, 2019). Flt3 activity is also a determinant of the hematopoietic SP (Chu et al, 2012). These observations give rise to the hypothesis that Flt3 participates in the regulation of cardiac SP-CPCs. Here we describe a novel role of Flt3 in the regulation of abundance, composition, and functionality of the cardiac SP.

## Results

### Absence of Flt3L is associated with a lower abundance of SP-CPCs with less contribution of CD34^+^ cells

When comparing the SP of wild-type and flt3L-knock-out (flt3L^−/−^) mice, we found diminished frequencies of SP cells in the hearts of flt3L^−/−^ mice, and this was most pronounced for the cells exhibiting the highest potential to extrude Hoechst dye (tip third of the tail, Figs 1A and S1A). Freshly isolated SP cells are cell-cycle inactive and enriched in quiescent cells residing in the G0 phase of the cell cycle. We found no significant difference in the proportion of cells low in Pyronin Y expression between the wild-type and flt3L^−/−^ SP (Figs 1B and S1B), suggesting that Flt3 does not affect the quiescence of SP-CPCs. The reduced SP fraction in flt3L^−/−^ hearts instead supports that Flt3 signaling contributes to the SP phenotype of CPCs, which is consistent with the previously observed inhibition of ABC transporter activity under Flt3-targeting TKI therapy (Sen et al, 2012; Wei et al, 2012; Bhullar et al, 2013; Ji et al, 2019).

**Figure 1.**
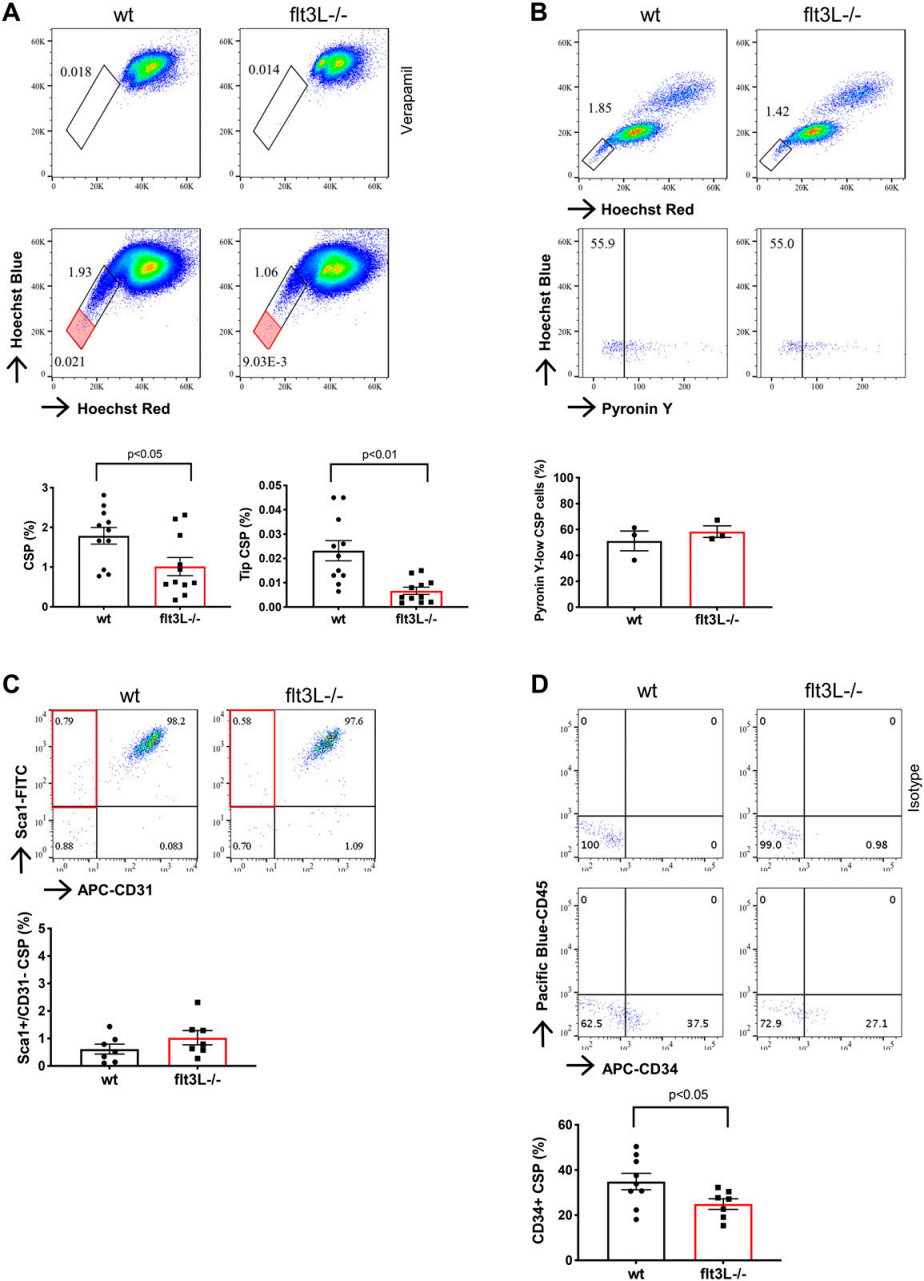
Flt3L^−/−^ hearts show a lower abundance and differences in the composition of the cardiac side population. **(A)** Percentages of cardiac side population (CSP) cells in the cardiomyocyte (CMC)- and erythrocyte-depleted cell population. Verapamil is used as negative control. The red rectangle depicts the tip third of the CSP. Wild type (wt) versus flt3L^−/−^, n = 11; unpaired *t* test. Representative flow cytometry readouts are shown. **(B)** Pyronin Y-low cells in the CSP. wt versus flt3L^−/−^, n = 3; unpaired *t* test, *P* = 0.46. Representative flow cytometry readouts are shown. **(C)** Sca1^+^/CD31^−^ fraction in the CSP. wt versus flt3L^−/−^, n = 7; unpaired *t* test, *P* = 0.21. Representative flow cytometry readouts are shown. **(D)** CD34^+^ fraction in the CSP. wt versus flt3L^−/−^, n = 9 and 7; unpaired *t* test. Representative flow cytometry readouts are shown. Data are mean ± SEM. Each n consists of a pool of four mice.

**Figure S1.**
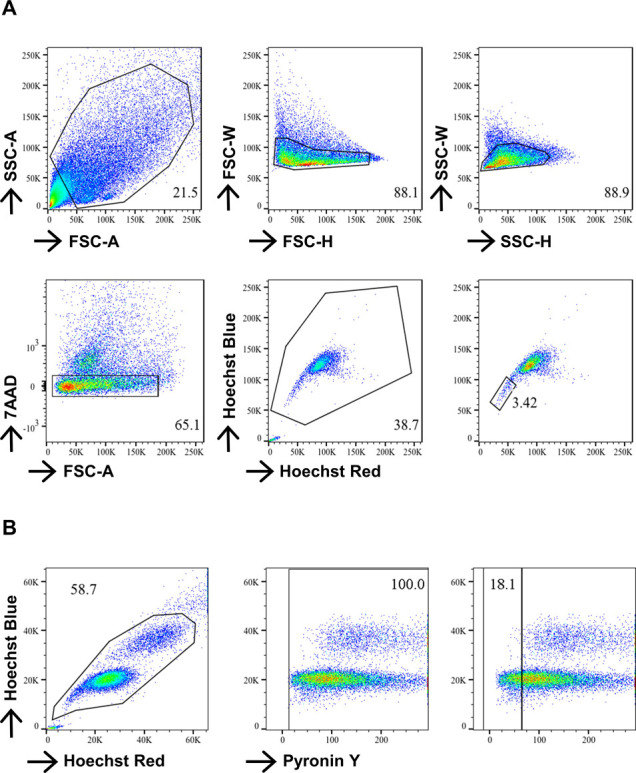
**Gating strategies for cardiac side population (SP) and pyronin Y. (A)** Cardiac SP gating from digested heart suspension from four mice. **(B)** Pyronin Y-low SP-CPC gating from digested heart suspension.

The Sca1^+^CD31^−^ subpopulation of the SP can be amplified in culture, while retaining tri-lineage differentiation potential (Noseda et al, 2015). This subpopulation was proportionally preserved in the SP from flt3L^−/−^ compared with wild-type hearts (Fig 1C), suggesting equal contribution of Sca1^+^CD31^−^ to the SP of both strains. Most CD31^−^ cells expressing the ABC transporter protein ABCG2, which is responsible for the cardiac SP phenotype, are localized in the perivascular area within the heart (Oyama et al, 2007). Because Sca1^+^/CD34^+^ and CD31^−^/CD34^+^ progenitor cells residing in the perivascular niche have been attributed vasculogenic potential (Zengin et al, 2006; Passman et al, 2008) and Flt3 is a major regulator of CD34^+^ cells in the hematopoietic system, we assessed the amount of CD34^+^ cells in the cardiac SP. Compared with wild-type, we found significantly less CD45^−^CD34^+^ cells in the SP of flt3L^−/−^ hearts (Fig 1D), suggesting a reduction of potentially vasculogenic cells within SP-CPCs in the absence of Flt3L.

### SP-CPCs from flt3L^−/−^ mice show differences in their gene expression profile

To further characterize the cardiac SP, we performed RNA sequencing on freshly isolated SP cells from flt3L^−/−^ and wild-type hearts. 

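The cardiac side population (SP) consists of heart cells that pump out a fluorescent DNA dye. Its RNA was sequenced in 6 libraries, 3 from wild-type (wt) hearts and 3 labelled flt3L-/-, and each library came from the sorted cells of 4 mice. A wt and an flt3L-/- sort were processed on each of 3 days, and these pairs, numbered 1, 2 and 3 by date, are the replicates. Pairs 1 and 2 were sorted in 2016 and pair 3 in 2017. On the first principal component of the scaled log2 counts, the pair 3 library labelled flt3L-/- lay at 70.2 and the others between −36.4 and 14.4. Its mitochondrial share of counts was 1.75%, against 0.479% to 1.10% in the others. The authors deposited the number of reads they counted on each gene, without normalization. Total counts ranged from 26775161 to 28294568 in the wt libraries (median 27839452) and from 24370913 to 31145519 in the libraries labelled flt3L-/- (median 28327182). Counts were scaled with edgeR's TMM factors and are given as CPM. A count of 3, taken as the detection limit, equals 0.109 to 0.127 CPM depending on the library, a limit that covers counting error only because the reads carry no molecular identifiers. Log2 fold changes compare the libraries labelled flt3L-/- with wt in edgeR's quasi-likelihood model with the sorting date as a covariate, and adjusted p-values are Benjamini-Hochberg values over all genes tested. *Flt3l* (ENSMUSG00000110206), the gene targeted in these mice, lies on chromosome 7 of GRCm38 from 45129788 to 45136432. In pairs 1, 2 and 3 it had 8.67, 10.8 and 12.1 CPM in the wt libraries, and 13.6, 12.4 and 14.4 CPM in the libraries labelled flt3L-/-. Its log2 fold change was 0.37 (standard error 0.20, adjusted p = 0.973 from edgeR's quasi-likelihood test), with a higher value in 3 of 3 pairs. The value lay between 0.33 and 0.37 under the alternatives that kept all libraries, and between 0.23 and 0.43 when 1 pair was left out. Reads of *Flt3l* were not reduced in the libraries labelled flt3L-/-, and the gene Gm45713 shares 22.1% of the exon bases of *Flt3l*.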

At a false discovery rate of 5%, one gene was significantly up-regulated (*Serpinh1*) and 19 were down-regulated in flt3L^−/−^ SP-CPCs (Table S1). These included genes with known roles in early cardiac progenitor regulation and cardiac development, such as *Ltp3* (Zhou et al, 2011), *Tenm3* (Sahara et al, 2019), and *Ror1* (Halloin et al, 2019), as well as the Wnt signaling regulators *Fzd7*, *Sfrp1* and *Bmpr1a*, which previously have been implicated in vascular network formation and homeostasis (Park et al, 2006; Foulquier et al, 2018). 

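Of the 13475 protein-coding genes tested, 0 had an adjusted p under 0.05, and 484 had an unadjusted p under 0.05, with 149 higher and 335 lower in the libraries labelled flt3L-/-. With p-values spread evenly, 674 genes would have an unadjusted p under 0.05. Without pair 2 there were 980 such genes, and without pair 3 there were 249. *Serpinh1* (ENSMUSG00000070436), which encodes a chaperone of collagen, lies on chromosome 7 from 99345376 to 99353239 and had the smallest p-value of all genes. Its level was 1022 ± 104 CPM (SD, n = 3) in wt and 3658 ± 1077 CPM (SD, n = 3) in the libraries labelled flt3L-/-, a log2 fold change of 1.80 (standard error 0.19). The unadjusted p-value of *Serpinh1* was 0.000275 in edgeR's quasi-likelihood test, and the rise was 2.09, 1.79 and 1.54 on the log2 scale in pairs 1, 2 and 3. The smallest adjusted p over all genes was 0.973, which each of the 20 genes of Table S1 also had. The fit used edgeR 4.0.16, and the edgeR 3.30 that the paper names was not run. After *Serpinh1*, the genes with the smallest p-values among those that were higher were *Ncam1* (log2 fold change 3.45), *Map6* (0.85), *Mfap3l* (1.67) and *Ankrd33b* (0.70). *Map6* lies beside *Serpinh1* on the opposite strand of chromosome 7, from 99267447 to 99337137, and Gm11149 shares 4.81% of the exon bases of *Ncam1*. Among the genes that were lower, the smallest p-values belonged to *Ptx3* (log2 fold change −1.48), *Rab5b* (−1.28), *Tmprss6* (−2.47), *Adamts2* (−1.18) and *Irs2* (48.9 CPM on average in wt and 25.0 CPM in the libraries labelled flt3L-/-). Of the 19 genes that Table S1 lists as down-regulated, 18 were lower in each of the 3 pairs. The exception was *Timp2*, which differed by −0.69, −1.15 and 0.13 in pairs 1, 2 and 3. Over all genes, 1553 were lower and 1909 were higher in each of the 3 pairs, which is 25.7% of the genes where chance gives 25%. An unadjusted p under 0.05 was found for 19 of the 20 genes of Table S1, and 19 had an adjusted p under 0.05 when adjusted over the list alone. The study chose this list on these libraries, so the second count is not independent evidence. Adjusted over the list alone, the count was 4 without pair 1, 9 without pair 2 and 11 without pair 3. Of the alternatives set in advance, DESeq2 moved the number of differentially expressed genes most, with 21 genes called, 6 higher and 15 lower. *Serpinh1*, *Adamts2*, *Irs2* and *Man2a2* were the 4 genes of Table S1 among them.

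**Figure D1:**
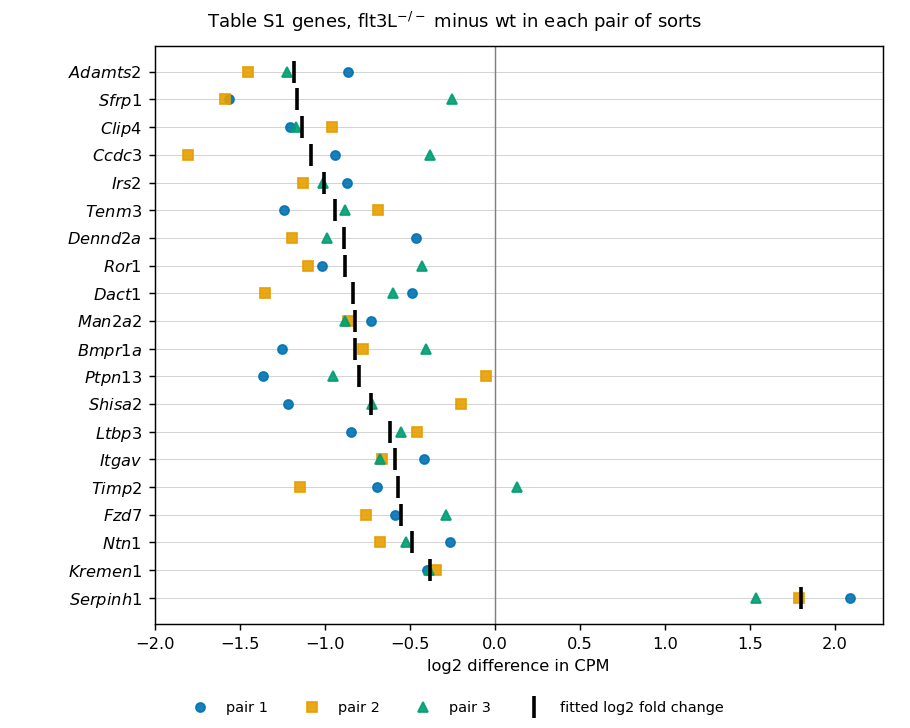
Log2 difference in CPM between the library labelled flt3L-/- and the wt library of each of the 3 pairs (symbols, horizontal axis) for the 20 genes of Table S1 (vertical axis), with the fitted log2 fold change as a black line. *Serpinh1* lies at 1.54 or above in each pair, and *Timp2* is the only gene that Table S1 lists as down-regulated with a point above 0.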

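*Ltbp3* (ENSMUSG00000024940, read here for the name *Ltp3*) lies on chromosome 19 of GRCm38 from 5740904 to 5758532. It had 169 ± 115 CPM (SD, n = 3) in wt and 106 ± 61.0 CPM (SD, n = 3) in the libraries labelled flt3L-/-. Its log2 fold change was −0.62 (standard error 0.14) with an unadjusted p-value of 0.00767 in edgeR's quasi-likelihood test. *Tenm3* (ENSMUSG00000031561) lies on chromosome 8 from 48227682 to 48843951 and fell from 30.0 ± 21.5 to 15.0 ± 8.92 CPM, a log2 fold change of −0.94 (standard error 0.18, unadjusted p-value 0.00369). *Ror1* (ENSMUSG00000035305) lies on chromosome 4 from 100095791 to 100444765 and went from 9.91 ± 8.68 to 4.92 ± 4.10 CPM. Its log2 fold change was −0.88 (standard error 0.26, unadjusted p-value 0.0203). *Fzd7* (ENSMUSG00000041075), on chromosome 1 from 59482424 to 59486955, had a log2 fold change of −0.55 (standard error 0.18, unadjusted p-value 0.0276) with 20.1 ± 12.9 CPM in wt and 13.2 ± 8.10 CPM in the libraries labelled flt3L-/-. *Sfrp1* (ENSMUSG00000031548) lies on chromosome 8 from 23411502 to 23449632 and decreased from 77.2 ± 65.4 to 27.3 ± 19.9 CPM. The log2 fold change of *Sfrp1* was −1.16 (standard error 0.32, unadjusted p-value 0.0155), made up of differences of −1.56, −1.59 and −0.25 in pairs 1, 2 and 3. *Bmpr1a* (ENSMUSG00000021796), on chromosome 14 from 34410734 to 34503341, shares 4.57% of its exon bases with Gm17110. It had 40.6 ± 30.7 CPM in wt and 20.4 ± 10.7 CPM in the libraries labelled flt3L-/-, a log2 fold change of −0.82 (standard error 0.21, unadjusted p-value 0.0124). All 6 genes were lower in each of the 3 pairs, while the SD of CPM in wt exceeded the difference between the group means for each of them, because the level itself differed between sorting dates. None of the 6 passed the adjustment over all genes.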

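Sets of genes were written from gene symbols before the data were examined, and each was tested with camera at a preset inter-gene correlation of 0.01, with p-values adjusted over the 16 sets. Positive values are higher in the libraries labelled flt3L-/-. The 35 collagen genes had a mean log2 fold change of −0.68 (camera adjusted p = 3.34e-18), with means of −0.54, −0.14 and −1.36 in pairs 1, 2 and 3. Without pair 3 the mean of the collagens was −0.35. *Col3a1* (ENSMUSG00000026043), on chromosome 1 of GRCm38 from 45311538 to 45349706, had a log2 fold change of −1.02 and an unadjusted p-value of 0.0141 in edgeR's quasi-likelihood test. *Col4a1* (ENSMUSG00000031502), the most abundant collagen with 3470.1 ± 476 CPM (SD, n = 3) in wt, had a log2 fold change of −0.23 that became 0.044 without pair 3. The 60 other structural proteins of the extracellular matrix had a mean of −0.47 (camera adjusted p = 2.58e-15), which was −0.73 without pair 2 and −0.24 without pair 3. Among them, *Dcn* had 6686 ± 3368 CPM (SD, n = 3) in wt and a log2 fold change of −0.62, with −1.37, 0.38 and −0.86 in the pairs, −0.24 without pair 1 and −1.14 without pair 2. The 25 integrins averaged −0.69 (camera adjusted p = 2.09e-07), and −0.25 without pair 3. *Itgav*, which is listed in Table S1, had a log2 fold change of −0.58 and an unadjusted p-value of 0.00715, and *Itgb1* had one of 0.12 that was 0.043 without pair 1, 0.22 without pair 2 and 0.068 without pair 3. The 22 chemokine ligands averaged −0.35 (camera adjusted p = 0.0562), with means of −0.038, 0.20 and −1.41 in the 3 pairs. Their mean was −0.71 without pair 2, where camera called the set, and 0.076 without pair 3, so that 1 pair set its direction. Camera called 15 of the 16 sets, 11 lower and 4 higher. The alternatives that moved this number most were fry and camera with an estimated inter-gene correlation, under each of which 0 sets passed the adjustment and 3 had an unadjusted p under 0.05. Of 861 Reactome sets, camera called 193, with 50 lower and 143 higher, and fry and the estimated correlation called 0 after adjustment (55 and 5 sets at an unadjusted p under 0.05). These sets can share genes, so the counts are not of independent sets. Immune System and Adaptive Immune System, for example, each had 31 tested genes and identical values (mean 0.22). The share of Reactome sets called was 22.4% with all pairs, 30.9% without pair 1, 14.5% without pair 2 and 6.77% without pair 3. The 202 genes of extracellular matrix organization averaged −0.37 (camera adjusted p = 6.76e-10), with −0.12, −0.14 and −0.85 in the pairs. Of the immune sets of Reactome that camera called, examples in each direction were chosen after their values were seen. They do not show how many immune sets went each way. DAP12 interactions (135 genes, mean −0.25) were lower in 2 of 3 pairs, with 0.22, −0.11 and −0.92, and so was the complement cascade (21 genes, mean −0.28), with −0.25, 0.13 and −0.77. The ER-phagosome pathway (72 genes, mean 0.20) was higher by 0.086, 0.12 and 0.39 in the pairs, and class I MHC mediated antigen processing and presentation (98 genes, mean 0.14) by 0.22, 0.085 and 0.063, and Table S3 also lists a class I antigen presentation set as up-regulated. The 47 proteasome subunits had similar values to the ER-phagosome pathway, 0.057, 0.080 and 0.36 in the pairs. Genes shared with them were not removed, so these rises cannot be credited to immune genes alone.

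**Figure D2:**
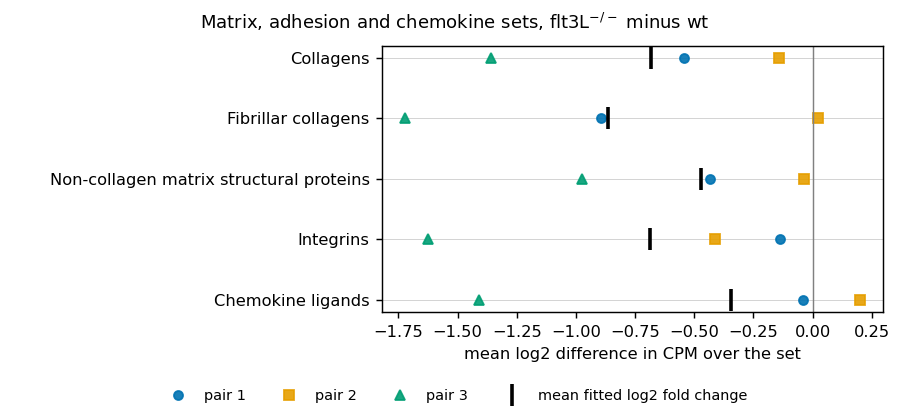
Mean log2 difference in CPM within each of the 3 pairs (symbols, horizontal axis) over the genes of 5 sets (vertical axis), with the mean fitted log2 fold change as a black line. Pair 3 lies lowest for each set, at −1.36 for the collagens and −1.41 for the chemokine ligands.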

Gene set enrichment analysis revealed that numerous immune-related pathways as well as gene sets including extracellular matrix components were down-regulated in flt3L^−/−^ SP cells (Tables S2 and S3). In addition, the hallmark gene set epithelial–mesenchymal transition (Table S2) as well as Gene Ontology categories related to cardiac and coronary development and stem cell differentiation were down-regulated in flt3L^−/−^ SP-CPCs (Table S4). These data suggest that loss of Flt3 signaling alters the composition and genetic programming of SP-CPCs towards lower cardiovascular potential.

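The epithelial–mesenchymal transition (EMT) set written for the comparison had 176 tested genes and a mean log2 fold change of −0.37 (camera adjusted p = 2.45e-13). Its mean was −0.35, −0.075 and −0.68 in pairs 1, 2 and 3, and −0.22 without pair 3. The paper's reported value for its hallmark set of 180 genes is −0.45. The 78 genes of heart development averaged −0.32 (camera adjusted p = 7.89e-07), with means of −0.28, −0.19 and −0.47 in the pairs. Coronary vessel development was represented by 39 genes with a mean of −0.27 (camera adjusted p = 0.00116) and with −0.20, −0.17 and −0.45 in the pairs. For 46 genes of stem cell differentiation the mean was −0.38 (camera adjusted p = 8.01e-07), with −0.37, −0.20 and −0.56 in the pairs. The lists of heart development, coronary vessel development, stem cell differentiation and EMT hold 4, 1, 3 and 3 genes that Table S1 also lists. Less those genes, the means were −0.28, −0.26, −0.34 and −0.37, and camera called each of the 4 sets again, in a test chosen after the values had been seen. Each set was lower in 3 of 3 pairs, and each pair mean of heart development and of stem cell differentiation exceeded the SD over the pairs, which was 0.14 and 0.18. Among the 3 most abundant members of each of the heart development, coronary and stem cell sets was *Nrp1* (ENSMUSG00000025810, chromosome 8 of GRCm38, 128358604 to 128503363), with a log2 fold change of 0.050 that was −0.039 without pair 1 and −0.042 without pair 3.

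**Figure D3:**
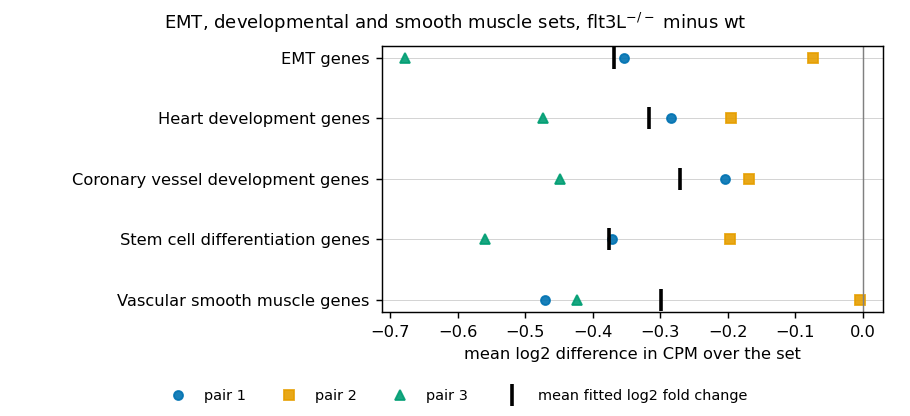
Mean log2 difference in CPM within each of the 3 pairs (symbols, horizontal axis) over the genes of 5 sets (vertical axis), with the mean fitted log2 fold change as a black line. The pair means lie below 0 for each set, with pair 2 nearest to 0.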

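The 31 genes of vascular smooth muscle had a mean log2 fold change of −0.30 (camera adjusted p = 0.000514). The mean was −0.47, −0.0043 and −0.42 in pairs 1, 2 and 3, and 10 of the 31 genes were lower in each pair. Without pair 1 the mean was −0.22 and camera no longer called the set, and without pair 2 it was −0.49. The most abundant gene of the set, *Cav1* (ENSMUSG00000007655, chromosome 6 of GRCm38, 17306335 to 17341452), had 2456 ± 471 CPM (SD, n = 3) in wt and a log2 fold change of 0.25 that was 0.12 without pair 1, 0.45 without pair 2 and 0.15 without pair 3. *Ednra* (ENSMUSG00000031616, chromosome 8, 77663031 to 77724464) had the smallest unadjusted p-value in the set, 0.00886 in edgeR's quasi-likelihood test, and a log2 fold change of −1.26 from 10.4 ± 5.99 CPM in wt. From the differentially expressed genes and from the down-regulated sets for immune pathways, matrix, EMT, cardiac and coronary development and stem cell differentiation, the paper proposes that the composition and the genetic program of the SP shift away from cardiovascular potential when Flt3 signaling is lost.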

Table S1 Single gene analysis.

Table S2 Gene set enrichment analysis.

Table S3 Gene set enrichment analysis.

Table S4 Gene set enrichment analysis.

### Absence of flt3L leads to enhanced proliferation and less lineage commitment

Upon culturing, Sca1^+^CD31^−^ SP-CPCs enter the cell cycle and start to proliferate. They secrete Flt3L (Fig 2A) and their stimulation with exogenous Flt3L induces a dose-dependent increase in Akt phosphorylation (Fig 2B), suggesting para- and possibly autocrine responsiveness to Flt3 activation. More than half of the cells maintain a Sca1^+^CD31^−^ phenotype throughout multitudinous passages, which was comparable between the two strains (data not shown). However, when cultured in non-supplemented expansion medium (EM1), SP-CPCs isolated from flt3L^−/−^ hearts have an approximately fivefold higher proliferation rate compared to those from wild-type (Fig 2Ci), whereas cell viability was not different (data not shown). These findings are consistent with the previously described increased proliferation of skeletal muscle progenitors in the absence of functional Flt3 signaling (Deasy et al, 2002; Ge et al, 2013). In contrast, when the medium was supplemented with EGF and FGF (EM2), proliferation of flt3L^−/−^ SP-CPCs slowed down to a comparable rate to wild-type cells (Fig 2Cii).

**Figure 2.**
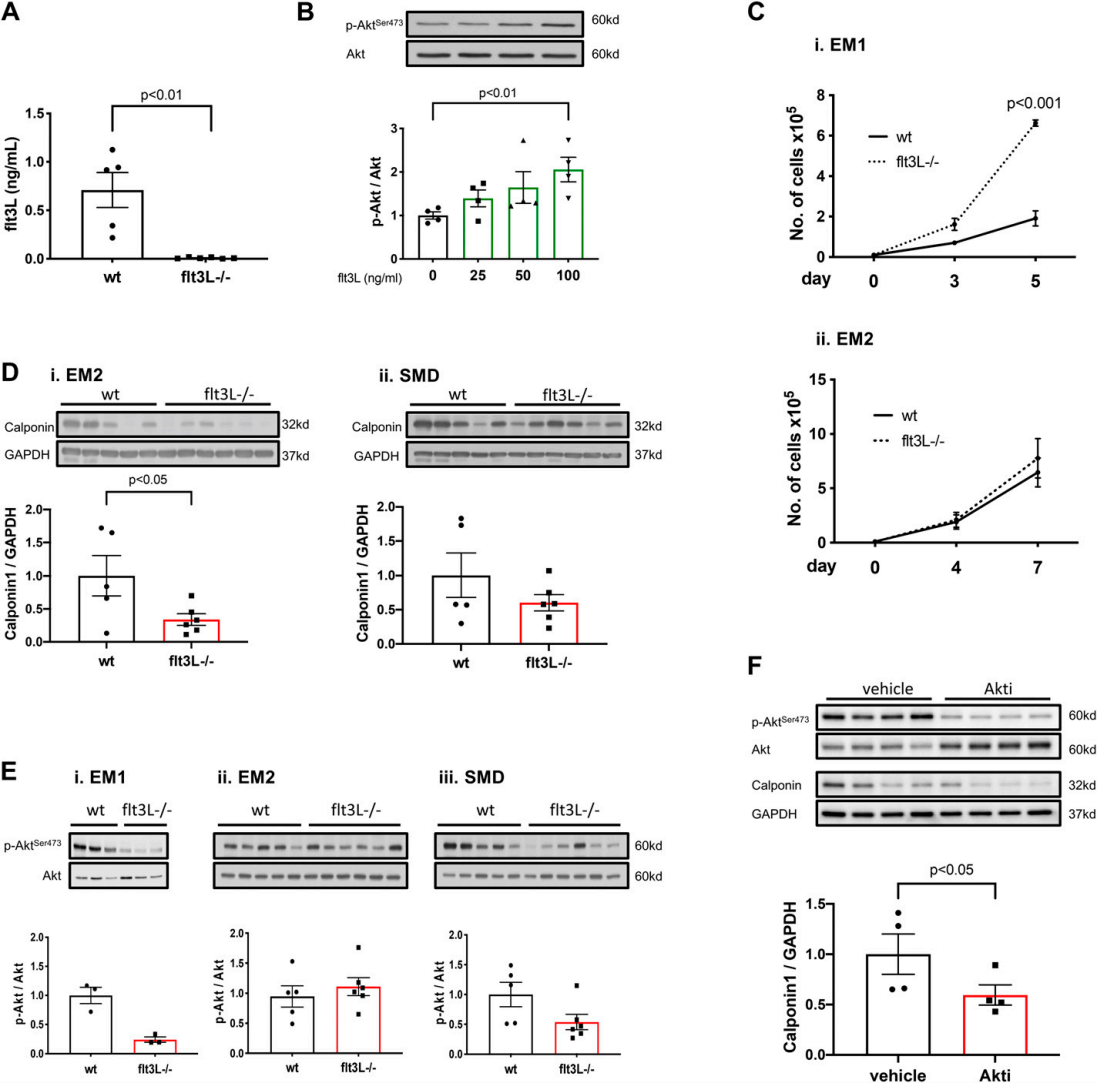
Differences in in vitro behavior unveil a shift in the proliferation-differentiation balance of flt3L^−/−^ side population (SP)-CPCs. **(A)** Flt3L quantification in supernatant from cultured wt and flt3L^−/−^ Sca1^+^/CD31^−^ SP-CPCs after 48 h in EM2 measured by ELISA. N = 5 and 6, unpaired *t* test. **(B)** Recombinant Flt3L-inducible signaling in wt SP-CPCs in EM1. N = 4, Kruskal–Wallis test, followed by Dunn’s multiple comparison test. Representative blots are shown. **(Ci)** Sca1^+^/CD31^−^ SP-CPC proliferation curve in EM1, wt versus flt3L^−/−^, n = 3, unpaired *t* test at final timepoint. **(ii)** SP-CPC proliferation curve in EM2, wt versus flt3L^−/−^, n = 5 and 6; unpaired *t* test at final timepoint, *P* = 0.59. Starting cell number = 1 × 10^4^. **(Di)** Calponin protein expression in EM2, wt versus flt3L^−/−^, n = 5 and 6; unpaired *t* test. **(ii)** Calponin protein expression in smooth muscle differentiation medium (SMD) at day 7, wt versus flt3L^−/−^, n = 5 and 6; unpaired *t* test, *P* = 0.24. Representative blots are shown. **(Ei)** Expression of phosphorylated Akt (p-Akt) in EM1, wt versus flt3L^−/−^, n = 3; Mann–Whitney U test, *P* = 0.1. **(ii)** p-Akt expression in EM2, wt versus flt3L^−/−^, n = 5 and 6; unpaired *t* test, *P* = 0.50. **(iii)** p-Akt expression in SMD at day 7, wt versus flt3L^−/−^, n = 5 and 6; unpaired *t* test, *P* = 0.08. Representative blots are shown. **(F)** Calponin protein expression in wt SP-CPCs in SMD at day 7, after treatment with vehicle or 2 μM Akt inhibitor, vehicle versus treated, n = 4; ratio paired *t* test. Representative blots are shown. All data are mean ± SEM.

Further assessing the vascular smooth muscle cell commitment of Sca1^+^CD31^−^ SP-CPCs, we found lower expression of calponin in flt3L^−/−^ compared with wild-type SP-CPCs (Fig 2Di). However, when cultured in smooth muscle cell differentiation medium containing PDGF (SMD), calponin could be similarly induced in flt3L^−/−^ as in wild-type cells (Fig 2Dii). Akt phosphorylation was low in flt3L^−/−^ SP-CPCs when cultured in non-supplemented expansion medium (Fig 2Ei), but reconstituted to wild-type levels in the presence of EGF and FGF (Fig 2Eii) and partially reconstituted in PDGF-containing differentiation medium (Fig 2Eiii), showing that recovery of PI3K/Akt signaling paralleled the restoration of the wild-type phenotype in flt3L^−/−^ SP-CPCs. Taken together, these results identify deficits in CPC function in the absence of Flt3 signaling and suggest that these deficits can be at least partly compensated for by receptor tyrosine kinase-activating growth factors that signal through Akt. Consistent with this hypothesis, induction of calponin could be suppressed in wild-type SP-CPCs by inhibition of Akt (Fig 2F), which is in agreement with the previously reported PI3K/Akt–mediated unblocking of smooth muscle cell gene expression via release of forkhead transcription factor FoxO4 from the nucleus (Liu et al, 2005).

### Absence of Flt3L decreases endothelial lineage commitment and is associated with decreased cardiac microvascularization and function

Similar as vascular smooth muscle cell differentiation, endothelial cell differentiation depends on PI3K/Akt signaling (Dimmeler et al, 2001). We found decreased endothelial lineage markers in flt3L^−/−^ SP-CPCs. However, expression of *Vwf* and *Tie2* could be induced in vitro in VEGF-containing endothelial differentiation medium (EGM2) and vWF protein expression was not different after 3 wk of differentiation (Fig 3A and B).

**Figure 3.**
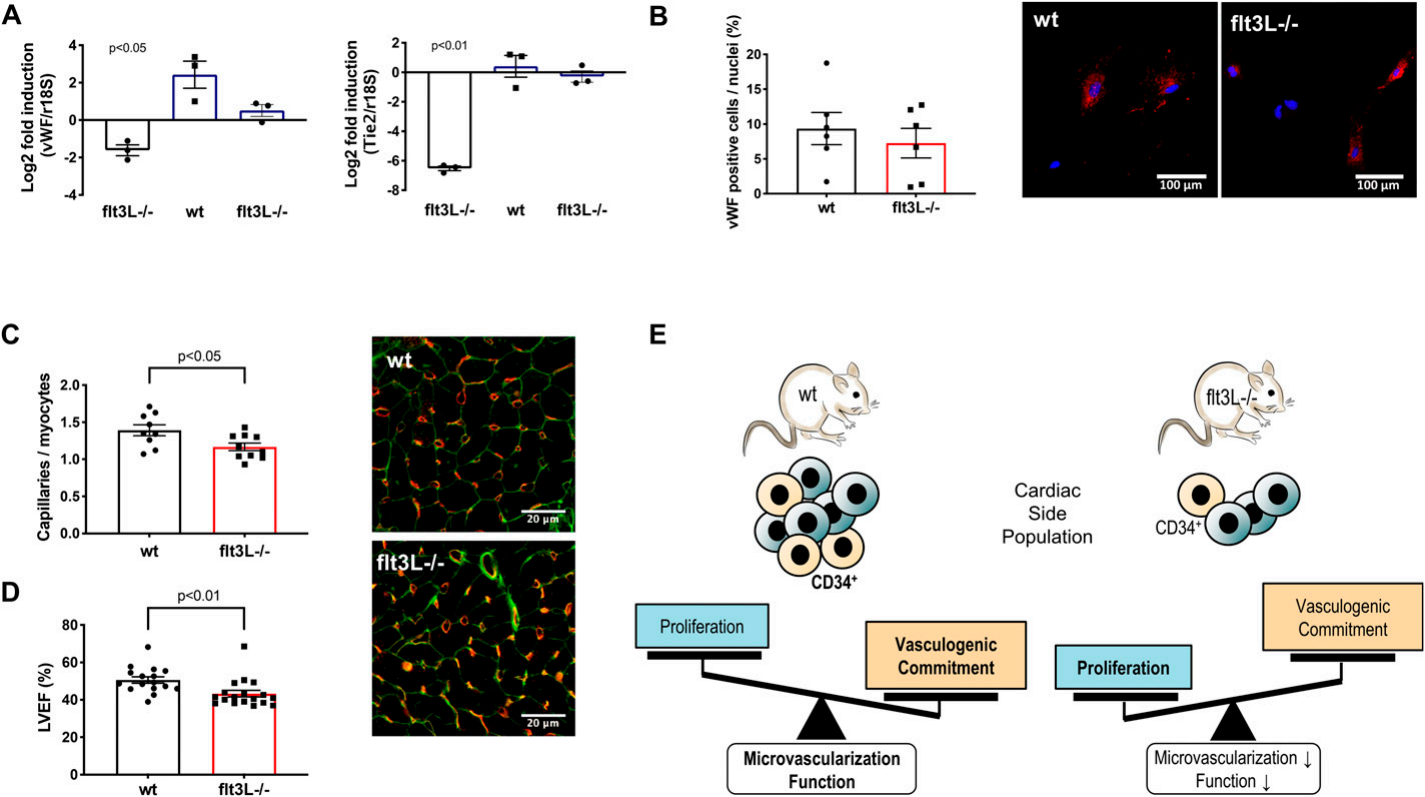
The lower vasculogenic potential of flt3L^−/−^ side population (SP)-CPCs reflects in a decreased microvascular density and function of flt3L^−/−^ hearts. **(A)** Differences in endothelial marker gene expression in EM1 (black bars) and EGM2 (blue bars) versus wt EM1, n = 3, unpaired *t* test. **(B)** Freshly isolated wt and flt3L^−/−^ SP-CPCs were cultured in EGM2 for 3 wk and vWF-positive cells were quantified, n = 6, unpaired *t* test, *P* = 0.52. Representative pictures are shown: vWF (red), nuclei (blue). **(C)** Analysis of capillaries per myocyte in the left ventricular myocardium of wt versus flt3L^−/−^ hearts, n = 9 and 10, unpaired *t* test. Representative pictures are shown: IB4 (red), WGA (green). **(D)** Left ventricular ejection fraction (LVEF) in 12-wk-old wt and flt3L^−/−^ mice, n = 16 and 18, Mann–Whitney U test. All data are given as mean ± SEM. **(E)** Proposed model of Flt3 regulation of SP-CPCs.

To test whether the impaired vasculogenic lineage commitment of flt3L^−/−^ SP-CPCs was associated with structural or functional deficits at the organ level, we assessed the cardiac microvascularization and global systolic function. Flt3L^−/−^ hearts showed decreased capillary density (Fig 3C) and consistent impairment of systolic function in terms of left ventricular ejection fraction (Fig 3D) compared with wild-type hearts.

## Discussion

In the present study we found distinct alterations in the composition, genetic programming and functional status of SP-CPCs in the absence of Flt3L, and these were mostly related to Akt signaling. The functional deficits could at least in part be corrected through activation of other receptor tyrosine kinases in vitro, suggesting a contributory function of Flt3 to a receptor tyrosine kinase signature needed for the maintenance of a physiological cardiac SP pool.

Our data show that the absence of Flt3L alters gene expression and diminishes the commitment of SP-CPCs towards endothelial and vascular smooth muscle cell lineages. Whether the lower frequency of potentially vasculogenic CD34^+^ cells within flt3L^−/−^ SP-CPCs is the sole reason or if and how Flt3 directly regulates gene expression and differentiation potential remains to be established. Interestingly, Flt3 gain-of-function as in Flt3-internal tandem duplication mutations skews the differentiation of hematopoietic blasts towards the myeloid lineage on cost of erythroid differentiation, whereas Flt3-inhibition with gilteritinib favors erythroid differentiation (Yun et al, 2019). These observations support that Flt3 has the potential to shift lineage commitment and differentiation in hematopoietic progenitor cells. Similarly, skewed differentiation can be observed in various progenitor cells during the process of aging (Schultz & Sinclair, 2016). Specifically, in aged satellite cells, myogenic differentiation declines on cost of fibrogenic differentiation and this is partially due to altered Wnt signaling (Brack et al, 2007). Therefore, lineage skewing could be a possible mechanism underlying the decreased vasculogenic commitment of SP-CPCs in the absence of intact Flt3 signaling. However, whether other lineages are favored in this process, such as cardiomyogenic or fibrogenic lineage, remains to be investigated. We also observed increased proliferation of flt3L^−/−^ SP-CPCs. There exists an inverse relationship between proliferation and differentiation of progenitor cells, as these processes engage different and in part mutually exclusive gene programs. This has previously been shown in myoblasts (Skapek et al, 1995), but also applies to other types of progenitor cells. Consistent with this notion, Flt3L reduces proliferation and promotes cell cycle exit and myogenic differentiation in myoblasts (Deasy et al, 2002; Ge et al, 2013). Increased proliferation on cost of any kind of differentiation or lineage commitment in the absence of Flt3L could therefore be an alternative scenario.

The lower vasculogenic commitment of flt3L^−/−^ SP-CPCs was associated with a lower capillary density and a slight, but very consistent decrease in cardiac function of flt3L^−/−^ hearts. These observations are reminiscent of the decreased capillary density and cardiac function due to impaired endothelial differentiation of CPCs previously described in hearts after doxorubicin therapy (Hoch et al, 2011). Alternatively, other mechanisms could also account for the observed differences in cardiac vascularization. Specifically, Flt3 signaling may participate in the regulation of endothelial or other types of progenitor cells, which, either directly or indirectly, contribute to vascular development and maintenance (Thijssen et al, 2009). Interestingly, thalidomide was shown to protect against sunitinib-induced cardiotoxicity, possibly via PDGFR-mediated protection of pericytes (Chintalgattu et al, 2013), supporting that activation of alternative receptor tyrosine kinases can compensate for the inhibition of others, and highlighting the necessity of intact vascular architecture for cardiac homeostasis. Further studies are needed to investigate how precisely defects in Flt3 signaling affect myocardial microvascular homeostasis and to elucidate the impact of Flt3-inhibiting therapies.

### Study limitations

Although we found consistent differences between wild-type and flt3L^−/−^ SP-CPCs, we could not reliably measure Flt3 receptor expression on our cells. Flt3 is rapidly internalized upon activation and cell processing may further lower surface expression. In addition, intrinsic expression of Flt3 may already be below FACS detection threshold. However, Flt3 is the only known receptor for Flt3L (Tsapogas et al, 2017) and Flt3L dose-dependently induced Akt phosphorylation in our cells, which supports the presence of functional Flt3 at least on a subset of SP-CPCs. Nevertheless, we cannot exclude that cell-extrinsic effects are partly responsible for the observed differences between wild-type and flt3L^−/−^ SP-CPCs. The SP is an ex vivo phenotype and proliferation and differentiation of SP-CPCs were assessed in cultured cells. Whereas this is a well-characterized cell type in many organs including the heart (Yellamilli & van Berlo, 2016) it remains to be established to what degree our findings apply to intrinsic CPC regulation.

### Conclusion

In summary, our data suggest that Flt3 regulates the phenotype and function of murine SP-CPCs and contributes to cellular and molecular properties that are relevant for their cardiovasculogenic potential (Fig 3E). Novel insights into the functions of Flt3 in the heart may contribute to a better understanding of TKI-associated cardiotoxicity, which will ultimately benefit the cardiovascular health of patients under Flt3-targeting TKI therapy.

## Materials and Methods

Detailed information on antibodies, media composition, and primers is given in Tables S5–S7.

Table S5 List of antibodies and markers used for flow cytometry, Western blotting, and immunocyto- and -histochemistry.

Table S6 List of compounds and compositions of culture media.

Table S7 List of primers.

### Mice

Studies were conducted in 8- to 12-wk-old C57BL/6NRj (wt) and C57BL/6Flt3L^tml/mx^ (flt3L^−/−^) mice kindly provided by Dr Aleksandra Wodnar-Filipowicz, and originally generated and described in the laboratory of Dr Jacques Peschon (McKenna et al, 2000). Breeding and animal care were carried out by the Department of Biomedicine (DBM) Animal Facility, Hebelstrasse, Basel, Switzerland. The use of mice was in accordance with the Guide for the Care and Use of Laboratory Animals and with the Swiss Animal Protection Law and was approved by the Swiss Cantonal Authorities.

### Cardiac SP isolation and expansion, and pyronin Y staining

SP cardiac progenitor cells (CPCs) were isolated from 8 to 12 wk-old wt and flt3L^−/−^ mice as previously described with some modifications (Pfister et al, 2010). In brief, mice were euthanized with 200 mg/kg pentobarbital i.p. followed by rapid excision of the heart. The heart was removed from the chest, minced with a razor blade and digested with Collagenase B 1 mg/ml (#AG 11088807001; Roche Diagnostics) supplemented with 2.5 mM CaCl_2_ at 37°C for 25 min. Cardiac cell suspensions were filtered with 100 and 40 μm cell strainers to eliminate undigested tissue and mature cardiomyocytes, and further treated with red blood cell lysis buffer (#420301; Biolegend) to deplete erythrocytes. Cardiomyocyte- and erythrocyte-depleted cardiac cells were suspended 1 million/ml in DMEM (#31885; Thermo Fisher Scientific) supplemented with 10% FBS (#SH30071; Hyclone) and 25 mM Hepes (#15630; Thermo Fisher Scientific) and stained with bisBenzimide H 33342 trihydrochloride (Hoechst) 5 μg/ml (#B2261; Merck) at 37°C for 90 min in the dark. Cells were washed with Hank’s Buffered Salt Solution (HBSS) (#14175; Merck) and additionally incubated with Sca1-FITC (0.6 μg/10^7^ cells) and CD31-APC (0.25 μg/10^7^ cells) or CD34-Alexa Fluor 647 (0.25 μg/10^7^) and CD45-Pacific blue (0.6 μg/10^7^) at 4°C for 30 min in the dark, and with corresponding isotype controls (information on antibodies used is given in Table S5). 7-Aminoactinomycin D (7-AAD) (0.15 μg/10^6^ cells) was added to the samples to exclude dead cells. The complete cardiac SP or the Sca1^+^/CD31^−^ SP-CPC fraction were sorted using BD Influx or BD FACSAriaIII SORP flow cytometer cell sorters. To quantify RNA content of SP-CPCs, Pyronin Y 2 μg/ml (#P9172; Sigma-Aldrich) was added for additional 15 min after Hoechst incubation at 4°C in the dark. Freshly isolated SP-CPCs were expanded in Expansion Medium 1 (EM1, composition given in Table S6) (Pfister et al, 2005) and Expansion Medium 2 (EM2) (Noseda et al, 2015). The medium was changed every 3 d. In vitro experiments were performed using expanded SP-CPCs from passage 7 to passage 9.

### RNA sequencing of freshly isolated cardiac SP cells

RNA from sorted SP-CPCs was isolated using the NucleoSpin RNA XS kit (Macherey Nagel). RNA from three paired sorts of wt and flt3L^−/−^ SP-CPCs was used for RNA sequencing (RNA-seq), whereby each sort consisted of the cardiomyocyte- and erythrocyte-depleted cardiac cell suspension from 4 wt or 4 flt3L^−/−^ mice, respectively, and each pair was processed on a different day. RNA quality was controlled on an Agilent 2100 Bioanalyzer using an RNA Pico chip (Agilent Technologies). RNA concentration was assessed using a Quantus Fluorometer (#E6150; Promega) and QuantiFluor RNA System (#E3310; Promega). Library preparations and RNA-seq were performed at the Quantitative Genomics Facility at the Department of Biosystems Science and Engineering (BSSE) of the Swiss Federal Institute of Technology Zürich in Basel, Switzerland. RNA-seq libraries were created with the SMART-Seq v4 kit from Clontech/Takara. Sequencing was performed on an Illumina NextSeq 500 sequencer, and single-end 81 bp unstranded reads were produced.

RNA-seq analysis was performed by the Bioinformatics Core Facility (Department of Biomedicine, University Hospital Basel and University of Basel). Reads were mapped to the mm10 mouse genome assembly with STAR (version 2.5.2a) (Dobin et al, 2013). We allowed at most 10 hits to the genome per read. Reads were assigned to the best mapping location, or randomly across equally best mapping locations. Using the Ensembl annotation (release 88) (Yates et al, 2020) and the qCount function from the Bioconductor package QuasR (version 1.18.0) (Gaidatzis et al, 2015), we quantified gene expression as the number of reads that started within an annotated exon of a gene. Because libraries were unstranded, only protein-coding genes were retained for the analysis. Genes with CPM values above one in at least two samples were retained for the analysis. Between-samples normalization was performed using the trimmed mean of M-values (TMM) method (Robinson & Oshlack, 2010). Differentially expressed genes were identified using the Bioconductor package edgeR (version 3.30) (Robinson et al, 2010), using a quasi-likelihood differential expression testing framework (functions glmQLFit and glmQLFTest) (Lun et al, 2016) including the batch date as a covariate in the model. *P*-values were adjusted by controlling the false discovery rate using the Benjamini–Hochberg method (Benjamini & Hochberg, 1995). Gene set enrichment analysis was performed with the function camera (Wu & Smyth, 2012) from the limma package (version 3.44.1) using gene sets from the MSigDB Molecular Signature Database collections (MSigDB v7.0) (Liberzon et al, 2011, 2015). We filtered out sets containing less than 10 genes.

### SP-CPC expansion and culturing

Freshly isolated Sca1^+^/CD31^−^ SP-CPCs were cultured in Expansion Medium 1 (EM1) or 2 (EM2) (Table S6). Expanded Sca1^+^/CD31^−^ SP-CPCs from passages 7–9 were cultured in lineage induction medium, followed by endothelial or smooth muscle differentiation medium as described below.

### ELISA

1 × 10^5^ Sca1^+^/CD31^−^ SP-CPCs were seeded in EM2 till confluence. After 48 h from the last medium change, the supernatant was collected and centrifuged using Amicon Ultra-4 Centrifugal Filter Units (#UFC801024; Merck) to achieve a retention volume of ≈150 μl. Flt3L in the supernatant was detected using R&D Systems Mouse/Rat Flt3 Ligand Quantikine ELISA kit (#MFK00; Thermo Fisher Scientific) and quantified by ELISA reader at delta 450–540 nm. Concentrated medium was used as blank.

### In vitro Flt3L dose response

1 × 10^5^ Sca1^+^/CD31^−^ SP-CPCs were seeded in EM1 till confluence. Cells were then kept in 0.1% FCS overnight. Cells were treated for 5 min with Flt3L at 25, 50 and 100 ng/ml (#427-FL/CF; R&D Systems) and cell lysates were collected to quantify phosphorylated Akt by Western Blotting.

### Flow cytometry of cultured SP-CPCs

Sca1^+^/CD31^−^ SP-CPCs were cultured in EM2 in 75 cm^2^ flasks till confluence. After trypsinization cells were washed with HBSS and counted using a Neubauer chamber. 5 × 10^5^ cells were incubated for 1 h in the dark at 4°C using anti-Sca1-FITC and anti-CD31-APC antibodies (Table S5), and corresponding isotype controls. After washing with HBSS, 7-AAD was added to the samples to exclude dead cells. Samples were filtered and analyzed with BD Fortessa.

### Proliferation assay

1 × 10^4^ Sca1^+^/CD31^−^ SP-CPCs were seeded (≈500 cells/cm^2^) with EM1 and EM2. Proliferation was assessed at day 3 and 5 for EM1, and day 4 and 7 for EM2 by cell counting using a Neubauer chamber. Trypan Blue Solution (#T8154; Merck) was used to exclude dead cells.

### Smooth muscle and endothelial differentiation

5 × 10^4^ Sca1^+^/CD31^−^ SP-CPCs were seeded (≈5,000 cells/cm^2^) and kept in lineage induction medium for 48 h, and then cultured in smooth muscle differentiation medium for 7 d, up to cell lysate collection. Medium was changed every 3 d. SP-CPCs were seeded on Fibronectin (10 μg/ml)-coated cover glass and kept in lineage induction medium for 48 h, and then cultured in endothelial differentiation medium for 3 wk, up to RNA collection and immunocytochemistry. Medium was changed every 3 d.

### Western blotting

Protein samples were obtained from cell lysates using lysis buffer (#9803; Cell Signaling) containing PhosSTOP (#04-906-845-001; Merck) and Complete Protease Inhibitor Cocktail (#11-697-498-001; Merck). Protein samples were reduced with β-mercaptoethanol or dithiothreitol and heated at 95°C with shaking. Samples were loaded on 10% SDS–Page and run at 120 V. Protein samples were transferred onto polyvinylidene fluoride (PVDF) membranes previously activated with methanol. After blocking for 1 h with 4% BSA (#A7906; Merck), the membrane was incubated overnight with primary antibodies diluted in 4% BSA. GAPDH was used for normalisation. Horseradish peroxidase-conjugated antibodies (Jackson Immuno Research) were used as secondary antibodies with incubation for 1 h. Western Lightning Plus-ECL Enhanced Chemiluminescence (NEL105001EA; Perkin Elmer) was used as substrate to develop the membrane in a colorimetric or fluorescence detection. Image SXM or Fusion FX7Edge software were used to quantify protein expression. For multiple stainings, the membranes were re-blotted after stripping with Re-Blot Plus Strong Solution (#2504; Merck).

### In vitro Akt inhibition

Sca1^+^/CD31^−^ SP-CPCs were treated with 2 μM Akt inhibitor (#124018; Merck) (Lindsley et al, 2005; Zhao et al, 2005) from day 0 and during medium change, up to cell lysate collection for protein quantification. Dimethyl sulfoxide (#D5879; Merck) was used as negative control.

### PCR

RNA was extracted from expanded Sca1^+^/CD31^−^ SP-CPCs using Trizol-Chloroform (Sigma-Aldrich) or Direct-zol RNA MiniPrep Plus (#R2072; Zymo Research) and cDNA was generated using the High Capacity cDNA Reverse Transcription Kit (#4368814; Applied Biosystems). Quantitative Real Time (RT-PCR) was performed using Power SYBR Green PCR Master Mix (#4367659; Applied Biosystems). Samples were run and expression was quantified using the Fast 7500 Real Time PCR system. Primers are listed in Table S7.

### Immunocytochemistry

Sca1^+^/CD31^−^ SP-CPCs were washed with PBS (#20012; Thermo Fisher Scientific) and fixed in 3.7% formaldehyde solution (#F1635; Merck) for 10 min at RT. Cells were then permeabilized with 0.1% Triton X-100 (#93420; Merck) and blocked with 10% goat serum (#50062Z; Thermo Fisher Scientific) for 1 h. Immunostaining was performed using anti-von Willebrand Factor antibody. Goat Alexa Fluor antibody was used as secondary antibody. 4′,6-diamidino-2-phenylindole, dihydrochloride (DAPI) was used to stain cell nuclei. Secondary antibody only was used as a negative control. The samples were mounted with SlowFade Antifade kit (#S2828; Thermo Fisher Scientific). The staining was visualized using Widefield Fluorescence Olympus BX63 and quantified with CellSens software.

### Echocardiography

Transthoracic echocardiography was performed using a 40 MHz probe and the Vevo 2100 Ultrasound machine (VisualSonics) equipped with a linear-array transducer (MS550) operating at a centerline frequency of 40 MHz. Echocardiography was performed in light anesthesia using isoflurane (5% for induction, 2% for maintenance). After removal of the chest hair using a depilatory agent (Nair), mice were placed on a heated platform in the supine position. Body temperature was kept around 37°C. Left parasternal short axis views at the mid papillary muscle level of the left ventricle (LV) and 2-D-guided M-mode images were used to measure LV internal diameter at end-diastole and end-systole (LVID;d and LVID;s). LV volumes in diastole (according to Teichholz: LV Vol;d = (7.0/(2.4 + LVID;d)) × LVID;d^3^) and systole (LV Vol;s = (7.0/(2.4 + LVID;s)) × LVID;s^3^) were used to calculate the LV ejection fraction (LVEF) as follows: LVEF = 100 × (LV Vol;d − LV Vol;s)/LV Vol;d.

### Perfusion and paraffin embedding

Mice were injected with 350 mM KCl (in water) intravenously (jugular vein) while under deep isoflurane anesthesia (5%) to block the heart in diastole. The mouse chest was opened with scissors. A small cut was produced on the right atrium and a 23G needle was placed longitudinally into the apex of the LV. The heart was then perfused with 15 ml of cold 4% PFA under controlled pressure (70–90 mm Hg) by a syringe pump connected to a manometer. After removing the atria, the perfused hearts were cleaned from surrounding non-heart tissue and left overnight at 4°C in 4% PFA. The hearts were then transferred to 70% ethanol and cut transversally into three pieces (apex, middle, basis) using a sterile razor blade and processed for paraffin embedding. The embedded tissue was cut into 4-μm sections on a Microm HM 340E Microtome and used for histology.

### Immunohistochemistry

The tissue was deparaffinized and rehydrated, followed by antigen retrieval using Antigen Unmasking Solution (#H3300; Vectorlabs) at 97°C for 25 min. The tissue was washed with Tris-buffered saline Tween and blocked with 10% goat serum (50-062Z; Life Technologies) for 1 h. Immunostaining was performed using FITC-labelled WGA and DyLight 594 labelled IB4. The samples were mounted with SlowFade Antifade kit. The staining was visualized using Widefield Fluorescence Olympus BX63 and quantified with CellSens software.

### Statistics

Unless otherwise indicated, data are presented as mean ± SEM. Statistical analyses were performed with GraphPad Prism version 9 software (GraphPad). Data sets were tested for Gaussian distribution using Shapiro–Wilk test and QQ plot. Normally distributed data were analyzed using *t* test. Non-normally distributed data sets were analyzed using Mann–Whitney U test or Kruskal–Wallis test followed by Dunn’s multiple comparison test for comparison of >2 groups. A *P*-value < 0.05 was considered statistically significant.

## Data Availability

RNA-seq data have been deposited at the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE168207.

Requests for further information, resources, and reagents should be directed to the Lead Contact, Gabriela M Kuster ().

## Supplementary Material

Reviewer comments

# Supplementary material for: Fms-like tyrosine kinase 3 is a regulator of the cardiac side population in mice
**Source:** Life Sci Alliance. 2021 Dec 13;5(3):e202101112. doi: 10.26508/lsa.202101112
**Supplement:** Supplementary file 1

**Online Supplement**

**Fms-like tyrosine kinase 3 is a regulator of the cardiac side population in mice**

Giacomo Della Verde^1,*^, Michika Mochizuki^1,*^, Vera Lorenz^1^, Julien Roux^1,2^, Lifen Xu^1^, Leandra Ramin-Wright^1^, Otmar Pfister^1,3,#^ and Gabriela M. Kuster^1,3,#^

^1^Department of Biomedicine, University Hospital Basel and University of Basel, Switzerland, ^2^Swiss Institute of Bioinformatics, Basel, Switzerland, and ^3^Department of Cardiology, University Hospital Basel, Basel, Switzerland, ^*^co-first authors; ^#^ co-senior authors

**Supplemental Tables and Figure**

**Supplemental Table 1**

Single gene analysis. Genes that were differentially expressed in flt3L^-/-^ versus wt SP-CPCs. Genes with an adjusted p-value <0.05 are listed.

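Table S1 gives for each gene the log2 fold change, the unadjusted p-value and the adjusted p-value of edgeR's quasi-likelihood test with the batch date as a covariate. The log2 fold changes computed here from the deposited counts had the same sign as the paper's for all 20 genes. The median difference between the computed and the paper's log2 fold changes was 0.016 in size, and the largest was 0.084, for *Clip4* (ENSMUSG00000024059), where −1.13 was computed and the paper's value is −1.05. Ordered by p-value among all genes tested, the 20 genes held ranks from 1 (*Serpinh1*) to 1165 (*Timp2*). Their unadjusted p-values ranged from 0.000275 to 0.0983, with a median of 0.0139. *Ccdc3* (ENSMUSG00000026676, chromosome 2 of GRCm38, 5137776 to 5230878) shares 69.1% of its exon bases with Gm26776. *Dact1* (ENSMUSG00000044548, chromosome 12, 71309884 to 71320107) shares 34.9% with 4930474H06Rik.

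**Figure D4:**
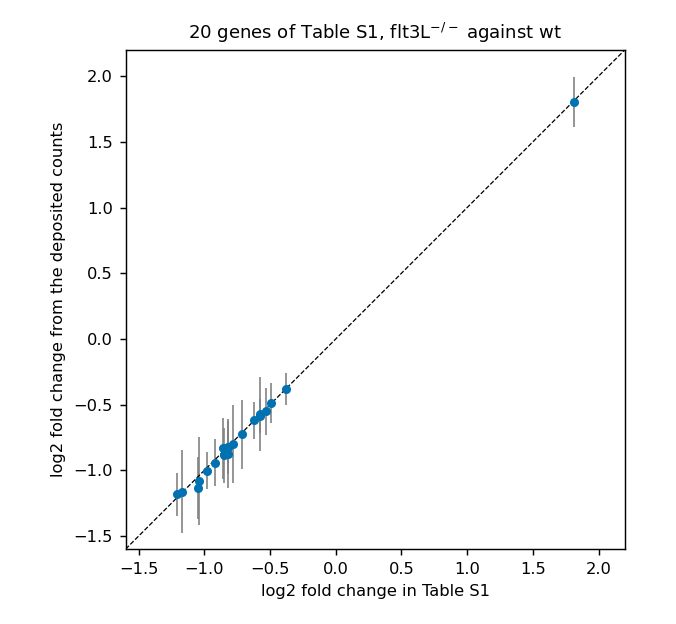
Log2 fold change computed from the deposited counts, with its standard error (vertical axis), against the paper's log2 fold change (horizontal axis) for the 20 genes of Table S1, with a line of equal values. The largest distance of a point from the line is 0.084.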

| **Gene Id** | **Symbol** | **Direction** | **absLog2FC** | **P.Value** | **adj.P.Val** |
| --- | --- | --- | --- | --- | --- |
| ENSMUSG00000038886 | Man2a2 | Down | 0.82 | 3.8E-06 | 4.8E-02 |
| ENSMUSG00000024940 | Ltbp3 | Down | 0.62 | 7.9E-06 | 4.8E-02 |
| ENSMUSG00000031561 | Tenm3 | Down | 0.92 | 1.4E-05 | 4.8E-02 |
| ENSMUSG00000027087 | Itgav | Down | 0.58 | 2.2E-05 | 4.8E-02 |
| ENSMUSG00000036545 | Adamts2 | Down | 1.21 | 2.6E-05 | 4.8E-02 |
| ENSMUSG00000044461 | Shisa2 | Down | 0.71 | 2.7E-05 | 4.8E-02 |
| ENSMUSG00000038894 | Irs2 | Down | 0.98 | 2.7E-05 | 4.8E-02 |
| ENSMUSG00000020902 | Ntn1 | Down | 0.49 | 2.9E-05 | 4.8E-02 |
| ENSMUSG00000038456 | Dennd2a | Down | 0.85 | 3.5E-05 | 4.8E-02 |
| ENSMUSG00000035305 | Ror1 | Down | 0.82 | 3.6E-05 | 4.8E-02 |
| ENSMUSG00000044548 | Dact1 | Down | 0.86 | 3.9E-05 | 4.8E-02 |
| ENSMUSG00000020393 | Kremen1 | Down | 0.38 | 4.7E-05 | 4.9E-02 |
| ENSMUSG00000024059 | Clip4 | Down | 1.05 | 4.8E-05 | 4.9E-02 |
| ENSMUSG00000031548 | Sfrp1 | Down | 1.17 | 5.7E-05 | 5.0E-02 |
| ENSMUSG00000041075 | Fzd7 | Down | 0.53 | 5.8E-05 | 5.0E-02 |
| ENSMUSG00000070436 | Serpinh1 | Up | 1.81 | 6.4E-05 | 5.0E-02 |
| ENSMUSG00000034573 | Ptpn13 | Down | 0.78 | 6.9E-05 | 5.0E-02 |
| ENSMUSG00000021796 | Bmpr1a | Down | 0.82 | 7.0E-05 | 5.0E-02 |
| ENSMUSG00000017466 | Timp2 | Down | 0.58 | 7.3E-05 | 5.0E-02 |
| ENSMUSG00000026676 | Ccdc3 | Down | 1.04 | 7.4E-05 | 5.0E-02 |

# Supplementary material for: Fms-like tyrosine kinase 3 is a regulator of the cardiac side population in mice
**Source:** Life Sci Alliance. 2021 Dec 13;5(3):e202101112. doi: 10.26508/lsa.202101112
**Supplement:** Supplementary file 2

**Online Supplement**

**Fms-like tyrosine kinase 3 is a regulator of the cardiac side population in mice**

Giacomo Della Verde^1,*^, Michika Mochizuki^1,*^, Vera Lorenz^1^, Julien Roux^1,2^, Lifen Xu^1^, Leandra Ramin-Wright^1^, Otmar Pfister^1,3,#^ and Gabriela M. Kuster^1,3,#^

^1^Department of Biomedicine, University Hospital Basel and University of Basel, Switzerland, ^2^Swiss Institute of Bioinformatics, Basel, Switzerland, and ^3^Department of Cardiology, University Hospital Basel, Basel, Switzerland, ^*^co-first authors; ^#^ co-senior authors

**Supplemental Tables and Figure**

**Supplemental Table 2**

Gene set enrichment analysis. Hallmark signature gene sets that are differentially expressed in flt3L^-/-^ versus wt SP-CPCs. Gene sets with an adjusted p-value <0.05 are listed.

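The hallmark sets are lists of genes that respond together in a well-defined state. As a counterpart to the hallmark interferon alpha response, 54 genes that interferon induces had a mean log2 fold change of 0.22 in the libraries labelled flt3L-/- (camera adjusted p = 4.50e-10). The mean was 0.18, −0.078 and 0.54 in pairs 1, 2 and 3, so it was higher in 2 of 3 pairs. It was 0.34 without pair 2, and 0.062 without pair 3, where camera no longer called the set. The paper's reported value for its set of 101 genes is 0.25. *B2m* (ENSMUSG00000060802, chromosome 2 of GRCm38, 122147686 to 122153083) was the most abundant of the 54 genes with 1449.9 ± 280.2 CPM (SD, n = 3) in wt and a log2 fold change of 0.46, with 0.12, 0.20 and 1.06 in the pairs and 0.16 without pair 3. The 65 subunits of the respiratory chain averaged 0.12 (camera adjusted p = 6.20e-05), with −0.018, 0.18 and 0.20 in the pairs. Their mean was 0.19 without pair 1, and 0.070 without pair 2, where camera no longer called them. The 81 ribosomal proteins averaged 0.081 (camera adjusted p = 0.00611) with 0.019, 0.26 and −0.039 in the pairs. Their mean was 0.14 without pair 3 and −0.030 without pair 2. With a trend of transcript length removed from each library, an alternative chosen after the values had been seen, the means were 0.055 for the respiratory chain and 0.015 for the ribosomal proteins, and camera called neither.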

| **Gene Set** | **NGenes** | **Direction** | **absLog2FC** | **P.Value** | **adj.P.Val** |
| --- | --- | --- | --- | --- | --- |
| HALLMARK EPITHELIAL MESENCHYMAL TRANSITION | 180 | Down | 0.45 | 5.8E-11 | 2.9E-09 |
| HALLMARK INTERFERON ALPHA RESPONSE | 101 | Up | 0.25 | 1.7E-08 | 4.2E-07 |
| HALLMARK MYC TARGETS V1 | 194 | Up | 0.15 | 1.6E-05 | 2.6E-04 |
| HALLMARK DNA REPAIR | 151 | Up | 0.17 | 5.6E-04 | 7.0E-03 |
| HALLMARK OXIDATIVE PHOSPHORYLATION | 200 | Up | 0.12 | 1.0E-03 | 1.0E-02 |
| HALLMARK INTERFERON GAMMA RESPONSE | 198 | Up | 0.30 | 1.2E-03 | 1.0E-02 |
| HALLMARK MTORC1 SIGNALING | 195 | Up | 0.22 | 3.2E-03 | 2.1E-02 |
| HALLMARK UV RESPONSE DN | 139 | Down | 0.30 | 3.4E-03 | 2.1E-02 |
| HALLMARK UNFOLDED PROTEIN RESPONSE | 111 | Up | 0.16 | 8.6E-03 | 4.8E-02 |

# Supplementary material for: Fms-like tyrosine kinase 3 is a regulator of the cardiac side population in mice
**Source:** Life Sci Alliance. 2021 Dec 13;5(3):e202101112. doi: 10.26508/lsa.202101112
**Supplement:** Supplementary file 3

**Online Supplement**

**Fms-like tyrosine kinase 3 is a regulator of the cardiac side population in mice**

Giacomo Della Verde^1,*^, Michika Mochizuki^1,*^, Vera Lorenz^1^, Julien Roux^1,2^, Lifen Xu^1^, Leandra Ramin-Wright^1^, Otmar Pfister^1,3,#^ and Gabriela M. Kuster^1,3,#^

^1^Department of Biomedicine, University Hospital Basel and University of Basel, Switzerland, ^2^Swiss Institute of Bioinformatics, Basel, Switzerland, and ^3^Department of Cardiology, University Hospital Basel, Basel, Switzerland, ^*^co-first authors; ^#^ co-senior authors

**Supplemental Table 3**

Gene set enrichment analysis. Gene ontology gene sets that are differentially expressed in flt3L^-/-^ versus wt SP-CPCs. The top 20 gene sets according to adjusted p-value are listed.

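Several of the sets written here have a counterpart among these Gene Ontology sets. The 21 genes of proteins that bind Wnt had a mean log2 fold change of −0.51 (camera adjusted p = 7.05e-07), and the paper's reported value for its set of 26 genes is −0.52. With no filter on low counts the mean was −0.30. Their means in pairs 1, 2 and 3 were −0.41, −0.61 and −0.50, an SD over pairs of 0.10, and this was the set with the least spread relative to its mean. Of the 21 genes, 3 are listed in Table S1, and the mean of the other 18 was −0.45 (camera adjusted p = 0.000154). *Fzd4* (ENSMUSG00000049791, chromosome 7 of GRCm38, 89404355 to 89413134) had 392 ± 72.7 CPM (SD, n = 3) in wt and a log2 fold change of −0.068. Its log2 fold change was −0.57 without pair 1, 0.20 without pair 2 and 0.17 without pair 3. The 8 fibrillar collagens averaged −0.86 (camera adjusted p = 7.31e-10), with −0.89, 0.024 and −1.72 in the pairs, −1.34 without pair 2 and −0.44 without pair 3. The paper's reported value for its set of 10 genes is −0.79. The collagen trimer set of the paper, with 55 genes, has a reported value of −0.55 and corresponds to the collagen set computed here. The 73 cadherins and protocadherins averaged −0.27 (camera adjusted p = 7.89e-07), −0.17 without pair 1 and −0.44 without pair 2. Under the alternatives that kept all libraries, their mean lay between −0.31 and −0.12. Protocadherin genes overlap each other, and *Pcdhgc3* shares 66.9% of its exon bases with other genes. The 47 proteasome subunits averaged 0.17 (camera adjusted p = 2.95e-07), were higher in 3 of 3 pairs and had a mean of 0.093 without pair 3. *Psmb8* (ENSMUSG00000024338), which shares 14.7% of its exon bases with Gm20496, had a log2 fold change of 0.54 (0.34 without pair 3) and an unadjusted p-value of 0.0291 in edgeR's quasi-likelihood test.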

| **Gene Set** | **NGenes** | **Direction** | **absLog2FC** | **P.Value** | **adj.P.Val** |
| --- | --- | --- | --- | --- | --- |
| GO_EXTRACELLULAR MATRIX STRUCTURAL CONSTITUENT | 115 | Down | 0.52 | 4.7E-18 | 4.4E-14 |
| GO_EXTRACELLULAR MATRIX STRUCTURAL CONSTITUENT CONFERRING TENSILE STRENGTH | 31 | Down | 0.71 | 2.2E-16 | 1.0E-12 |
| GO_COLLAGEN TRIMER | 55 | Down | 0.55 | 3.6E-14 | 1.1E-10 |
| GO_EXTRACELLULAR MATRIX | 386 | Down | 0.47 | 1.4E-12 | 3.0E-09 |
| GO_COMPLEX OF COLLAGEN TRIMERS | 17 | Down | 0.73 | 1.6E-12 | 3.0E-09 |
| GO_COLLAGEN CONTAINING EXTRACELLULAR MATRIX | 308 | Down | 0.47 | 4.7E-11 | 7.3E-08 |
| GO_EXTRACELLULAR STRUCTURE ORGANIZATION | 311 | Down | 0.45 | 7.7E-11 | 1.0E-07 |
| GO_FIBRILLAR COLLAGEN TRIMER | 10 | Down | 0.79 | 6.0E-10 | 7.1E-07 |
| GO_WNT PROTEIN BINDING | 26 | Down | 0.52 | 1.2E-09 | 1.3E-06 |
| GO_REGULATION OF NATURAL KILLER CELL CHEMOTAXIS | 10 | Down | 0.97 | 3.5E-09 | 3.2E-06 |
| GO_GLYCOSAMINOGLYCAN BINDING | 146 | Down | 0.42 | 3.7E-09 | 3.2E-06 |
| GO_NATURAL KILLER CELL CHEMOTAXIS | 12 | Down | 0.89 | 4.4E-09 | 3.5E-06 |
| GO_COLLAGEN FIBRIL ORGANIZATION | 47 | Down | 0.56 | 3.2E-08 | 1.8E-05 |
| GO_HEPARIN BINDING | 107 | Down | 0.43 | 6.0E-08 | 3.1E-05 |
| GO_PROTEIN COMPLEX INVOLVED IN CELL ADHESION | 35 | Down | 0.57 | 8.7E-08 | 3.9E-05 |
| GO_REGULATION OF LYMPHOCYTE CHEMOTAXIS | 24 | Down | 0.66 | 8.7E-08 | 3.9E-05 |
| GO_REGULATION OF CELLULAR AMINO ACID METABOLIC PROCESS | 57 | Up | 0.17 | 1.5E-07 | 5.7E-05 |
| GO_HOMOPHILIC CELL ADHESION VIA PLASMA MEMBRANE ADHESION MOLECULES | 116 | Down | 0.37 | 1.9E-07 | 7.0E-05 |
| GO_ATP SYNTHESIS COUPLED ELECTRON TRANSPORT | 87 | Up | 0.17 | 2.0E-07 | 7.0E-05 |
| GO_ANTIGEN PROCESSING AND PRESENTATION OF EXOGENOUS PEPTIDE ANTIGEN VIA MHC CLASS I | 69 | Up | 0.22 | 2.0E-07 | 7.0E-05 |

# Supplementary material for: Fms-like tyrosine kinase 3 is a regulator of the cardiac side population in mice
**Source:** Life Sci Alliance. 2021 Dec 13;5(3):e202101112. doi: 10.26508/lsa.202101112
**Supplement:** Supplementary file 4

**Online Supplement**

**Fms-like tyrosine kinase 3 is a regulator of the cardiac side population in mice**

Giacomo Della Verde^1,*^, Michika Mochizuki^1,*^, Vera Lorenz^1^, Julien Roux^1,2^, Lifen Xu^1^, Leandra Ramin-Wright^1^, Otmar Pfister^1,3,#^ and Gabriela M. Kuster^1,3,#^

^1^Department of Biomedicine, University Hospital Basel and University of Basel, Switzerland, ^2^Swiss Institute of Bioinformatics, Basel, Switzerland, and ^3^Department of Cardiology, University Hospital Basel, Basel, Switzerland, ^*^co-first authors; ^#^ co-senior authors

**Supplemental Tables and Figure**

**Supplemental Table 4**

Gene set enrichment analysis. Gene ontology gene sets that are differentially expressed in flt3L^-/-^ versus wt SP-CPCs, selected according to function within the cardiovascular system and with an adjusted p-value <0.05 are listed.

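The search terms for these sets were heart, stem, vascular and coronary, and the term stem also found sets of the nervous and the skeletal system and a hematopoietic stem cell set that the paper lists as up-regulated. The paper's reported values are −0.30 for coronary vasculature development (42 genes), −0.41 for vascular associated smooth muscle contraction (20 genes) and −0.45 for positive regulation of stem cell differentiation (16 genes). Of the genes on the coronary list computed here, *Tbx18* (ENSMUSG00000032419), which shares 20.6% of its exon bases with D030062O11Rik, lies on chromosome 9 of GRCm38 from 87702800 to 87731260. It had 7.15 ± 3.45 CPM (SD, n = 3) in wt and 4.30 ± 2.24 CPM (SD, n = 3) in the libraries labelled flt3L-/-, a log2 fold change of −0.75 (standard error 0.24, unadjusted p-value 0.0266 from edgeR's quasi-likelihood test). *Sgcd* (ENSMUSG00000020354, chromosome 11, 46896253 to 47988969) had a log2 fold change of −1.10 (standard error 0.36, unadjusted p-value 0.0309). *Myh11* (ENSMUSG00000018830, chromosome 16, 14194535 to 14291372), a gene of the smooth muscle list, fell from 42.1 ± 31.7 to 21.6 ± 8.86 CPM, a log2 fold change of −0.76 (standard error 0.24, unadjusted p-value 0.0263). *Tbx18*, *Sgcd* and *Myh11* were lower in 3 of 3 pairs.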

| **Gene Set^1^** | **NGenes** | **Direction** | **absLog2FC** | **PValue** | **adj.P.Val** |
| --- | --- | --- | --- | --- | --- |
| GO_REGULATION OF HEART MORPHOGENESIS | 32 | Down | 0.36 | 1.0E-04 | 4.2E-03 |
| GO_HEART FIELD SPECIFICATION | 11 | Down | 0.40 | 3.0E-04 | 8.8E-03 |
| GO_HEART FORMATION | 22 | Down | 0.37 | 3.6E-04 | 9.6E-03 |
| GO_POSITIVE REGULATION OF HEART GROWTH | 32 | Down | 0.37 | 3.7E-04 | 9.9E-03 |
| GO_HEART VALVE DEVELOPMENT | 61 | Down | 0.32 | 6.8E-04 | 1.4E-02 |
| GO_REGULATION OF HEART GROWTH | 56 | Down | 0.33 | 7.8E-04 | 1.5E-02 |
| GO_HEART GROWTH | 76 | Down | 0.31 | 8.4E-04 | 1.6E-02 |
| GO_CELL MIGRATION INVOLVED IN HEART DEVELOPMENT | 12 | Down | 0.36 | 4.4E-03 | 4.6E-02 |

| **Gene Set^2^** | **NGenes** | **Direction** | **absLog2FC** | **PValue** | **adj.P.Val** |
| --- | --- | --- | --- | --- | --- |
| GO_CENTRAL NERVOUS SYSTEM PROJECTION NEURON AXONOGENESIS | 22 | Down | 0.47 | 5.8E-06 | 6.3E-04 |
| GO_REGULATION OF HEMATOPOIETIC STEM CELL DIFFERENTIATION | 69 | Up | 0.20 | 3.3E-05 | 2.0E-03 |
| GO_SKELETAL SYSTEM DEVELOPMENT | 375 | Down | 0.32 | 3.5E-05 | 2.0E-03 |
| GO_POSITIVE REGULATION OF STEM CELL DIFFERENTIATION | 16 | Down | 0.45 | 7.1E-05 | 3.2E-03 |

| **Gene Set^3^** | **NGenes** | **Direction** | **absLog2FC** | **PValue** | **adj.P.Val** |
| --- | --- | --- | --- | --- | --- |
| GO_POSITIVE REGULATION OF VASCULAR ASSOCIATED SMOOTH MUSCLE CELL MIGRATION | 14 | Down | 0.37 | 5.6E-04 | 1.3E-02 |
| GO_VASCULAR ASSOCIATED SMOOTH MUSCLE CONTRACTION | 20 | Down | 0.41 | 8.1E-04 | 1.6E-02 |

| **Gene Set^4^** | **NGenes** | **Direction** | **absLog2FC** | **PValue** | **adj.P.Val** |
| --- | --- | --- | --- | --- | --- |
| GO_CORONARY VASCULATURE DEVELOPMENT | 42 | Down | 0.30 | 3.5E-03 | 4.0E-02 |

^1^search term “heart”; ^2^search term “stem”; ^3^search term “vascular”; ^4^search term “coronary”.

# Supplementary material for: Fms-like tyrosine kinase 3 is a regulator of the cardiac side population in mice
**Source:** Life Sci Alliance. 2021 Dec 13;5(3):e202101112. doi: 10.26508/lsa.202101112
**Supplement:** Supplementary file 5

**Online Supplement**

**Fms-like tyrosine kinase 3 is a regulator of the cardiac side population in mice**

Giacomo Della Verde^1,*^, Michika Mochizuki^1,*^, Vera Lorenz^1^, Julien Roux^1,2^, Lifen Xu^1^, Leandra Ramin-Wright^1^, Otmar Pfister^1,3,#^ and Gabriela M. Kuster^1,3,#^

^1^Department of Biomedicine, University Hospital Basel and University of Basel, Switzerland, ^2^Swiss Institute of Bioinformatics, Basel, Switzerland, and ^3^Department of Cardiology, University Hospital Basel, Basel, Switzerland, ^*^co-first authors; ^#^ co-senior authors

**Supplemental Tables and Figure**

**Supplemental Table 5**

List of antibodies and markers used for flow cytometry, western blotting, and immunocyto- and -histochemistry.

| **Product Name** | **Company** | **Cat. No.** | **Amount** | **Assay** |
| --- | --- | --- | --- | --- |
| FITC rat anti-mouse Ly-6A/E (Sca-1) | BD Biosciences | #557405 | 0.6 µg/10^7^ cells | FC* |
| FITC rat IgG2a k isotype control | BD Biosciences | #554688 | 0.6 µg/10^7^ cells | FC |
| APC rat anti-mouse CD31 | BD Biosciences | #551262 | 0.25 µg/10^7^ cells | FC |
| Alexa fluor 647 rat anti-mouse CD34 | BD Biosciences | #560230 | 0.25 µg/10^7^ cells | FC |
| APC rat IgG2a k isotype control | BD Biosciences | #553932 | 0.25 µg/10^7^ cells | FC |
| Pacific blue rat anti-mouse CD45 | Biolegend | #103125 | 0.6 µg/10^7^ cells | FC |
| Pacific blue rat IgG2b k isotype control | Biolegend | #400627 | 0.6 µg/10^7^ cells | FC |
| 7-Aminoactinomycin D (7-ADD) | ThermoFisher | #A1310 | 0.15 µg/10^6^ cells | FC |
| Rabbit anti-Akt | Cell Signaling | #9272 | 1/7000 | WB |
| Rabbit anti-phospho-Akt (Ser473) | Cell Signaling | #4058 | 1/2000 | WB |
| Rabbit anti-Calponin | Cell Signaling | #17819 | 1/1000 | WB |
| Mouse anti-GAPDH | Merck | #G8795 | 1/10000 | WB |
| Rabbit anti-human von Willebrand Factor (vWF) | Abcam | #ab6994 | 1/100 | ICC |
| Goat anti-rabbit IgG, Alexa Fluor 546 | ThermoFisher | #A11010 | 1/800 | ICC |
| DAPI | Merck | #D1306 | 1/1000 | ICC |
| DyLight 594 labelled IB4 | Vector labs | #DL-1207 | 1/25 | IHC |
| FITC-conjugated Lectin (Wheat Germ Agglutinin, WGA) | Merck | #L4895 | 1/100 | IHC |

*FC: Flowcytometry; WB: Western Blot; ICC: Immunocytochemistry; IHC: Immunohistochemistry

# Supplementary material for: Fms-like tyrosine kinase 3 is a regulator of the cardiac side population in mice
**Source:** Life Sci Alliance. 2021 Dec 13;5(3):e202101112. doi: 10.26508/lsa.202101112
**Supplement:** Supplementary file 6

**Online Supplement**

**Fms-like tyrosine kinase 3 is a regulator of the cardiac side population in mice**

Giacomo Della Verde^1,*^, Michika Mochizuki^1,*^, Vera Lorenz^1^, Julien Roux^1,2^, Lifen Xu^1^, Leandra Ramin-Wright^1^, Otmar Pfister^1,3,#^ and Gabriela M. Kuster^1,3,#^

^1^Department of Biomedicine, University Hospital Basel and University of Basel, Switzerland, ^2^Swiss Institute of Bioinformatics, Basel, Switzerland, and ^3^Department of Cardiology, University Hospital Basel, Basel, Switzerland, ^*^co-first authors; ^#^ co-senior authors

**Supplemental Tables and Figure**

**Supplemental Table 6**

List of compounds and compositions of culture media.

| **Product Name** | **Company** | **Cat. No.** | **Amount** |
| --- | --- | --- | --- |
|  |  |  |  |
| **Expansion Medium 1 (EM1)** |  |  |  |
| MEM α GlutaMAX Supplement | ThermoFisher | #32561 | 500 mL |
| Hepes | ThermoFisher | #15630 | 25 mM |
| Penicillin-Streptomycin (P/S) | ThermoFisher | #15140 | 1% |
| Fetal Bovine Serum (FBS) | Hyclone | #SH30071 | 20% |
| Sodium Pyruvate | ThermoFisher |  | 1% |
|  |  |  |  |
| **Expansion Medium 2 (EM2)** |  |  |  |
| Iscove's Modified Dulbecco's Medium (IMDM) | ThermoFisher | #12440 | 35% |
| Dulbecco's Modified Eagle's Medium (DMEM)/Nutrient Mixture F12 Ham | Millipore-Sigma | #D8437 | 65% |
| Penicillin-Streptomycin (P/S) | ThermoFisher | #15140122 | 1% |
| Fetal Bovine Serum (FBS) | Hyclone | #SH30071 | 3.5%* |
| L-Glutamine | ThermoFisher | #25030 | 2 mM |
| L-Glutathione reduced | Merck | #G6013 | 0.2 nM |
| B27 Supplement | ThermoFisher | #17504044 | 1.3% |
| Recombinant Murine Cardiotrophin-1 | Peprotech | #250-25 | 0.65 ng/mL |
| Thrombin | Diagontech AG, CH | #100-125 | 0.0005 U/mL |
| Recombinant Human Epidermal Growth Factor (EGF) | Peprotech | #AF-100-15 | 6.5 ng/mL |
| Recombinant Basic Fibroblast Growth Factor (FGF) | Peprotech | #AF-100-18B | 13 ng/mL |
|  |  |  |  |
| **Smooth muscle differentiation medium (SMD)** |  |  |  |
| Iscove's Modified Dulbecco's Medium (IMDM) | ThermoFisher | #12440 | 35% |
| Dulbecco's Modified Eagle's Medium (DMEM)/Nutrient Mixture F12 Ham | Merck | #D8437 | 65% |
| Penicillin-Streptomycin (P/S) | ThermoFisher | #15140122 | 1% |
| Fetal Bovine Serum (FBS) | Hyclone | #SH30071 | 3.5%* |
| L-Glutamine | ThermoFisher | #25030 | 2 mM |
| L-Glutathione reduced | Merck | #G6013 | 0.2 nM |
| B27 Supplement | ThermoFisher | #17504044 | 1.3% |
| Recombinant Murine Cardiotrophin-1 | Peprotech | #250-25 | 0.65 ng/mL |
| Thrombin | Diagontech AG, CH | #100-125 | 0.0005U/mL |
| Recombinant Human Platelet-Derived Growth Factor BB (PDGF-BB) | Peprotech | #100-14B | 10ng/mL |
|  |  |  |  |
| **Endothelial differentiation medium (EGM2)** |  |  |  |
| Fibronectin | Merck | #F4759 | 10 µg/mL |
| EGM-2 Endothelial Cell Growth Medium-2 BulletKit, containing: | Lonza | #CC-3162 |  |
| 1. EBM-2 Endothelial Cell Growth Basal Medium-2 | Lonza | #CC-3156 | 500mL |
| 1. EGM-2 Endothelial SingleQuots kit, containing: | Lonza | #CC-4176 |  |
| Fetal Bovine Serum (FBS) |  |  | 2% |
| Human epidermal growth factor (hEGF) |  |  | 0.5mL |
| Vascular endothelial growth factor (VEGF) |  |  | 0.5mL |
| R3-Insulin like growth factor (R3-IGF-1) |  |  | 0.5mL |
| Ascorbic acid |  |  | 0.5mL |
| Hydrocortisone |  |  | 0.2mL |
| Human Fibroblast growth factor-basic (hFGF-β) |  |  | 2mL |
| Heparin |  |  | 0.5mL |
| Gentamicin/Amphotericin-B |  |  | 0.5mL |

*lowered to 0.1% during 24 hours for lineage induction.

# Supplementary material for: Fms-like tyrosine kinase 3 is a regulator of the cardiac side population in mice
**Source:** Life Sci Alliance. 2021 Dec 13;5(3):e202101112. doi: 10.26508/lsa.202101112
**Supplement:** Supplementary file 7

**Online Supplement**

**Fms-like tyrosine kinase 3 is a regulator of the cardiac side population in mice**

Giacomo Della Verde^1,*^, Michika Mochizuki^1,*^, Vera Lorenz^1^, Julien Roux^1,2^, Lifen Xu^1^, Leandra Ramin-Wright^1^, Otmar Pfister^1,3,#^ and Gabriela M. Kuster^1,3,#^

^1^Department of Biomedicine, University Hospital Basel and University of Basel, Switzerland, ^2^Swiss Institute of Bioinformatics, Basel, Switzerland, and ^3^Department of Cardiology, University Hospital Basel, Basel, Switzerland, ^*^co-first authors; ^#^ co-senior authors

**Supplemental Tables and Figure**

**Supplemental Table 7**

List of primers.

| **Gene** | **Forward 5’-3** | **Reverse 5’-3** |
| --- | --- | --- |
| Von Willebrand Factor (vWF) | GATGGAGGGGAGCTTGAACTG | CGACTCCACCACCTCAAAGTG |
| Tie2 | TGCCCTCCTGGGTTTATGG | GGTCCTGCCAAATGTGTGC |

How the deposited data were processed for this re-analysis (not part of the article)

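RNA of cardiac SP cells was sequenced in 6 libraries, 3 from wt hearts and 3 labelled flt3L-/-, and each library pooled the sorted cells of 4 mice. The deposited values are the numbers of reads that the authors counted on each of 50600 genes, without normalization. According to the paper, single reads of 81 bases were mapped with STAR 2.5.2a, reads with up to 10 hits were kept, and reads that started in an exon were counted with qCount of QuasR 1.18.0 on Ensembl release 88. The values were checked to be whole numbers with a lowest count of 0. Total counts per library lay between 24370913 and 31145519, between 25739 and 29594 genes had at least 1 count, and 91.5% to 93.8% of the counts fell on protein-coding genes. Depth sets the precision of rare transcripts, since 3 counts are between 0.109 and 0.127 CPM. Gene positions, biotypes and exons were taken from a GENCODE annotation of GRCm38. It held 50376 of the genes, and the other 224 were treated as not protein-coding. The share of exon bases that a gene has in common with another gene was computed from it without regard to strand.

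The groups were compared in edgeR 4.0.16 on R 4.3.3. Protein-coding genes with more than 1 CPM in at least 2 libraries were kept, which left 13475 genes. Library sizes were scaled with TMM factors, and dispersions were estimated with estimateDisp. The genotype term was tested with glmQLFit and glmQLFTest with legacy = TRUE, which follows the quasi-likelihood method of the edgeR 3.30 that the paper names. The sorting date was a covariate with 3 levels. The common dispersion was 0.0978, with 2.79 prior and 2 residual degrees of freedom. Adjusted p-values are Benjamini-Hochberg values, and genes with an adjusted p under 0.05 were called. Standard errors were derived from the log2 fold change and the F statistic. Log2 differences within a pair used a prior count of 2.

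The pairing comes from the paper, which states that 3 pairs of sorts were made on different days, and from the sorting dates of the libraries. After removal of the group means, the correlation across the tested genes between the wt library and the library labelled flt3L-/- of the same date was 0.180, 0.104 and 0.116, against values from −0.354 to 0.247 for libraries of different dates. Of the 6 ways to pair the libraries, the sorting dates gave the lowest common dispersion, and the other 5 gave 0.106 to 0.154, in fits chosen after the values had been seen. Genes are not independent replicates in these correlations. Between any 2 libraries, the Pearson correlation of log2 CPM lay between 0.914 and 0.976, and the chi-square statistic per degree of freedom was 38.8 or more, so no library was a copy of another.

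The MSigDB 7.0 sets that the paper tested were not used here. Instead, 16 gene sets and 12 lists of marker genes of cell types were written from gene symbols before the data were examined, as were the choice of tests, the alternatives and the rule for the genes named. The marker lists were for endothelial cells, pericytes and smooth muscle cells, fibroblasts, lymphocytes and NK cells, macrophages and monocytes, dendritic cells, neutrophils, cardiomyocytes, erythroid cells, mesothelial cells and cycling cells, and the results of 1 further list and of some genes are not reported here. The lists were written after the paper had been read, and some hold genes of Table S1. Sets with at least 5 tested genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with the mean log2 fold change as the effect size of a set and the median as that of a marker list. The mouse Reactome sets of fgsea 1.28.0 with at least 10 tested genes were tested in the same way. Calls were repeated with fry and with camera at an estimated correlation. By the rule, the named genes are those of Table S1, 16 genes of surface markers and proteins that the paper studies, the 3 most abundant genes and the 3 with the smallest p-value of each set, and the 5 genes with the smallest p-value in each direction. Of these, the text gives those that bear on the sentence beside them. Other genes are named only where the text says that they were chosen after their values were seen.

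The alternatives set in advance were 3 other normalizations (DESeq2's median-of-ratios factors, library size only and upper quartile), DESeq2 1.42.0 in place of edgeR, legacy = FALSE, robust dispersions, 3 other gene filters (none, filterByExpr and more than 1 CPM in all 6 libraries), all biotypes, no replicate block, libraries thinned to the smallest total, a GC trend removed per library, each pair left out in turn, adjusted p thresholds of 0.1 and 0.01, and 3 other set tests (an estimated correlation, fry and camera on voom values). With DESeq2, sets were tested on its Wald statistics. Chosen after the values were seen were a transcript length trend removed per library, edgeR's likelihood ratio test, limma-voom, tagwise dispersions, the sorting year in place of the date, and the sets less the genes of Table S1.

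The procedure was tested on simulated data with the sizes of these libraries and the dispersion trend fitted to them. Of 100 genes changed by a log2 fold change of 2 in size, 88 were called, and of 100 changed by 1 in size, 34 were called, along with 7 unchanged genes. The slope of the fitted on the simulated log2 fold changes was 1.03. Of 500 random sets of 35 unchanged genes, camera gave 0.8% and fry 4.4% an unadjusted p under 0.05. Each simulated gene had the dispersion of the trend, while the genes of these libraries also vary around it. The numbers called therefore do not give the power to detect such changes in these libraries. The simulated genes vary independently, so this test does not cover the correlation between genes of a set. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15, with pandas 2.3.3 and numpy 2.4.6. The flow cytometry, cell culture and in vivo experiments of the paper were not analysed here.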

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

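The tests in this part were chosen after the values had been seen.

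*Ncam1* (ENSMUSG00000039542, chromosome 9 of GRCm38, 49502136 to 49798925), a gene that the paper does not discuss, was higher in the libraries labelled flt3L-/- by a log2 fold change of 3.45 (standard error 0.38). It had 30.6, 10.0 and 11.9 CPM in the wt libraries of pairs 1, 2 and 3, and 174, 185 and 150 CPM in the libraries labelled flt3L-/-, so each of the 3 lay above each wt library. The differences within pairs were 2.50, 4.20 and 3.64, with an SD of 0.87. The adjusted p-value of edgeR's quasi-likelihood test was 0.973, DESeq2 gave 7.85e-18, and over the alternatives set in advance the value ranged from there to 0.999. With the GC trend removed the log2 fold change was 3.45, which argues against GC content as the cause. The other normalizations and filters left it between 3.41 and 3.46, and it was 3.28 with no replicate block. Library scaling moves all genes by a similar small amount, so it was too small to be the cause, and this outcome was fixed in advance. The marker list with the largest rise shared by all 3 pairs was that of cardiomyocytes, with a smallest pair median of 0.13, and RNA from a cell type on the lists could not raise *Ncam1* by this size without raising its markers. A cell type that the lists do not cover stays open. Gm11149 shares 4.81% of the exon bases of *Ncam1*, and exon counts would be needed to place the reads. The genotype label is a possible explanation that the design gives, and it was not tested apart from the comparison itself. The paper describes the knockout mice as a line generated in another laboratory and does not call the wt mice littermates. A difference of strain background or colony could therefore go with the label in every pair, and it stays open too.

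*Mfap3l* (ENSMUSG00000031647, chromosome 8, 60632827 to 60676729), which the paper does not discuss either, was higher by a log2 fold change of 1.67 (standard error 0.28). Its level was 2.68, 5.12 and 2.42 CPM in the wt libraries and 11.3, 11.9 and 7.99 CPM in the libraries labelled flt3L-/-, again without overlap. The differences within pairs were 2.04, 1.21 and 1.69, with an SD of 0.42. The adjusted p-value was 0.973 in edgeR's quasi-likelihood test and 0.00680 in DESeq2, and the largest over the alternatives set in advance was 0.999. After removal of the GC trend the log2 fold change was 1.69, the other normalizations and filters gave 1.63 to 1.67, and the model with no replicate block gave 1.61. The largest rise of a marker list in all 3 pairs was the 0.13 of cardiomyocytes, far below the change of *Mfap3l*. The GC trend and the library scaling, which move genes little, were too small to give this change, and RNA from a cell type on the lists is an unlikely cause. A cell type outside the lists, a difference of strain background or colony, and an effect of the genotype stay open as untested explanations.

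Genes with at least 5 CPM on average and a difference of at least 1 log2 unit in the same direction in each pair numbered 16, 3 higher (*Serpinh1*, *Ncam1* and *Mfap3l*) and 13 lower. Among the 4 splits of the libraries that part every pair, the real one gave the most such genes, 1 of 4. Exchanging the labels within pair 1, 2 or 3 gave 2, 2 and 11 genes. With 4 splits, a share under 0.05 is out of reach.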

How the results depend on the processing

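The tests that removed a length trend, used the likelihood ratio test, limma-voom, tagwise dispersions or the sorting year, or left the genes of Table S1 out of the sets were chosen after the values had been seen. No cause of a change below was tested, unless the sentence gives one.

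The number of differentially expressed genes was 0 under each alternative set in advance except DESeq2, which called 21 genes, among them 4 of Table S1. Adjusted p thresholds of 0.1 and 0.01 also gave 0 genes, beside 484 genes with an unadjusted p under 0.05. This last number was 262 with no replicate block, and from 249 to 980 across the fits that left out a pair, with 980 without pair 2 and 249 without pair 3. With no replicate block, 1 gene of Table S1 had an adjusted p under 0.05 when adjusted over the list alone, and from 4 to 11 did when a pair was left out, where 19 did with all libraries. Fewer libraries leave fewer degrees of freedom in these fits. Of the tests added later, the likelihood ratio test called 12 genes, 3 of Table S1, and tagwise dispersions called 51 genes, 6 of Table S1, with 1014 genes at an unadjusted p under 0.05. With the sorting year in place of the date, 2 genes of Table S1 passed adjusted over the list alone. The 20 log2 fold changes of Table S1 kept their sign under every alternative, and so did *Flt3l*, whose log2 fold change lay between 0.23 and 0.43.

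The 16 gene sets lost all calls with an estimated inter-gene correlation (0 sets) and with fry (0 sets). Camera with an estimated correlation takes the correlation between genes from the 6 libraries rather than a preset value of 0.01, and fry asks whether the genes of a set change at all rather than more than other genes. The cause of the lost calls was not tested beyond this. Their mean log2 fold changes are the same by construction, −0.68 for collagens, −0.47 for other matrix proteins, −0.51 for Wnt-binding proteins, −0.37 for EMT, −0.32 for heart development, −0.27 for coronary vessel development, −0.38 for stem cell differentiation and −0.30 for vascular smooth muscle. The unadjusted p-values with an estimated correlation and with fry were 0.0306 and 0.00519 for Wnt-binding proteins, 0.0216 and 0.0348 for heart development, and 0.0440 and 0.0461 for stem cell differentiation, and those of the other 13 sets were above 0.05. The marker lists and the Reactome sets also had 0 calls in both tests. With a pair left out, 14 gene sets, from 2 to 6 marker lists and from 58 to 264 Reactome sets were called, with 58 without pair 3. The chemokine ligands, not called with all libraries, were called with all biotypes (mean −0.35) and with the length trend removed (−0.40), and their mean lay between −0.71 and 0.076 when a pair was left out. The mean of vascular smooth muscle lay between −0.49 and −0.22 in these fits and was not called without pair 1. Some means also shrank under the alternatives that kept all libraries. At their smallest in size they were −0.18 for vascular smooth muscle, −0.12 for cadherins and protocadherins and −0.15 for the chemokine ligands. The ribosomal proteins reversed to −0.030 without pair 2, with 0.14 as the highest value. With the length trend removed, 118 Reactome sets were called, and the respiratory chain (mean 0.055) and the ribosomal proteins (mean 0.015) were no longer called. With the sets less the genes of Table S1, the calls were 15 gene sets, 4 marker lists and 192 Reactome sets.

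Other reversals concerned genes and lists near 0 or with unlike values in the pairs. *Fzd4* (−0.068 with all libraries) went to 0.0099 with no replicate block, to 0.056 with the length trend removed and to values from −0.57 to 0.20 when a pair was left out. *Abcb1a* went to 0.0082 with the GC trend removed, to 0.052 with the length trend removed and to values from −0.12 to 0.081 when a pair was left out. In the same fits with 1 pair left out, other genes changed sign, with ranges of −0.066 to 0.011 for *Sdha*, −0.042 to 0.21 for *Nrp1*, −0.20 to 0.14 for *Ccn1*, −0.37 to 0.13 for *Cdh5*, −0.45 to 0.044 for *Cxcl12*, −1.45 to 0.29 for *Cnn1*, −0.63 to 0.022 for *Vwf*, −0.029 to 0.16 for *Cd34*, −1.48 to 0.0034 for *Ptprc* and −0.70 to 0.044 for *Col4a1*. The median of the macrophage and monocyte markers went to −0.37 with no replicate block, −0.36 with more than 1 CPM required in all 6 libraries, −0.015 with the length trend removed, and from −1.11 to 0.63 when a pair was left out. In these fits the endothelial markers ranged from −0.031 to 0.27, the dendritic cell markers from −0.068 to −0.029 and the neutrophil markers from −1.23 to 3.26. Without pair 2, no value could be given for the neutrophil markers.

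The changes of direction or call of single genes under the alternatives set in advance were 17 reversals and 10 new calls, all 10 with DESeq2, beside 959 values without a change. For the marker lists there were 9 reversals, 10 lost and 4 new calls beside 165 values without a change. For the gene sets there were 2 reversals, 33 lost and 2 new calls beside 267 values without a change, and 15 of the calls were lost with fry and 15 with the estimated correlation. Scaling by library size alone moved the median log2 fold change of all genes by −0.039, and the other normalizations by less, and no gene set changed direction under them. Thinning every library to the smallest total gave 491 genes with an unadjusted p under 0.05 and 196 called Reactome sets.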

Differences from the paper's values

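The paper reports 20 differentially expressed genes (the paper's count), 1 up-regulated and 19 down-regulated. The model used here, with the same kind of test, filter and covariate, gave 0 differentially expressed genes, 0 higher and 0 lower, beside 484 genes with an unadjusted p under 0.05. It was fitted in edgeR 4.0.16 with biotypes from a GENCODE annotation. The edgeR 3.30 that the paper names was not run, and the cause of the difference is not known. Of the alternatives set before the data were examined, DESeq2 gave 21 genes, which is within 1.5 times the paper's 20, with 15 lower against the paper's 19 and 6 higher against the paper's 1. The others gave 0, from edgeR's other quasi-likelihood method to each fit that left out a pair.

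Of the paper's 20 genes of Table S1, 0 had an adjusted p under 0.05 here. DESeq2 called 4 of them, *Serpinh1*, *Adamts2*, *Irs2* and *Man2a2*, and none of the alternatives set before the data were examined came within 1.5 times the paper's count. Among the alternatives chosen after seeing the values, the likelihood ratio test called *Serpinh1*, *Adamts2* and *Irs2*, and tagwise dispersions called these with *Man2a2*, *Tenm3* and *Sfrp1*, 6 in all. With the sorting year in place of the date, also chosen after seeing the values, tagwise dispersions called *Serpinh1*, *Adamts2* and *Tenm3*, and the likelihood ratio test called *Serpinh1* and *Adamts2*. With no sorting date in the model, both called *Serpinh1* alone of the 20.

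The median unadjusted p of the 20 genes was 0.0139, and the paper's median is 3.75e-05. Under the alternatives set before the data were examined it ranged from 0.00239 to 0.332, and none reached the paper's value. The log2 fold changes of the 20 genes, in contrast, differed from the paper's by at most 0.084 and in no case by more than the standard error. The mean of the Wnt-binding proteins, −0.51 against the paper's −0.52, was −0.30 with no filter on low counts, which is more than 1.5 times smaller. The mean of vascular smooth muscle was −0.30, against the paper's −0.41 for a set of 20 genes. Under the alternatives that kept all libraries, it was −0.18 at its smallest in size.

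The paper's Table S1 has *Man2a2* first by p-value, with 3.8e-06 as the paper's value. Here *Serpinh1* was first and *Man2a2* ranked 8 with an unadjusted p-value of 0.00128.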

Other observations

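The tests of explanations in this part were chosen after the values had been seen, apart from the splits of the libraries into groups. The heat shock genes and the natural killer cell genes are lists that were also chosen after their values were seen.

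Reads of *Flt3l* were present in each library, with a lowest count of 223, in wt pair 1. If the knockout allele removes the transcript, no library is without it, and exchanged labels would not explain this, since at least 1 library would then be at the limit of 3 counts. An allele that leaves the transcript in place stays open. So do reads from Gm45713, which may add to the count because it shares 22.1% of the exon bases of *Flt3l*. The counts per gene do not show which exon a read fell on, so such an allele and reads from Gm45713 cannot be told apart.

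The 16 genes of surface markers and proteins that the paper studies had 0 genes with an adjusted p and 0 with an unadjusted p under 0.05. The smallest unadjusted p-value was 0.0619, for *Ly6a* (the gene of Sca1), with a log2 fold change of 0.58. *Cd34* had one of 0.083, *Pecam1* (CD31) 0.27, *Abcg2* 0.27, *Abcb1a* −0.010, *Abcb1b* −0.17, *Vwf* −0.38, *Tek* 0.15, *Cnn1* −0.62, *Akt1* −0.23, *Akt2* −0.36 and *Foxo4* −0.17. *Cd34*, *Vwf*, *Cnn1* and *Abcb1a* changed sign when a pair was left out, *Cd34* to −0.029, *Vwf* to 0.022 and *Cnn1* to 0.29 without pair 3, and *Abcb1a* to 0.081 without pair 2. Others kept their sign but moved by more than 1.5 times. Without pair 1, 2 and 3 in turn, the values were 0.061, 0.49 and 0.25 for *Pecam1*, 0.11, 0.51 and 0.15 for *Abcg2*, 0.021, 0.37 and 0.027 for *Tek*, −0.40, −0.063 and −0.24 for *Akt1*, −0.32, −0.70 and −0.086 for *Akt2*, −0.075, −0.28 and −0.19 for *Foxo4*, and −0.35, −0.13 and −0.051 for *Abcb1b*. *Ly6a* was at 0.33 without pair 1. *Ptprc*, the gene of CD45, had a log2 fold change of −0.90 that was 0.0034 without pair 3. In pair 3 it had 596 CPM in the wt library and 79.2 CPM in the library labelled flt3L-/-. *Flt3* had 0, 71 and 115 counts in the wt libraries and 6, 30 and 11 in the libraries labelled flt3L-/-, and its log2 fold change of −1.16 had a standard error of 1.28 and was −2.15 without pair 1 and −0.0056 without pair 3.

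Of the 12 lists of marker genes, 10 had at least 5 tested genes, and camera called 4 of them (2 without pair 1, and 6 without pair 2 or pair 3). With fry or an estimated correlation, 0 lists were called and 0 had an unadjusted p under 0.05. The 12 fibroblast markers had a median log2 fold change of −0.65 (camera adjusted p = 2.81e-11, lower in 2 of 3 pairs), and −1.16 without pair 2. They averaged 2834 CPM in wt and 1906 CPM in the libraries labelled flt3L-/-, with *Gsn*, *Dcn* and *Col3a1* as the most abundant, 11 are on another list and 11 exceeded 10 CPM. The 9 lymphocyte and NK cell markers had −1.43 (camera adjusted p = 1.60e-08, lower in 3 of 3 pairs) and −0.62 without pair 3. They averaged 34.8 and 12.7 CPM, led by *Gzmb*, *Nkg7* and *Gzma*, with 0 on another list and 7 over 10 CPM. The 9 cardiomyocyte markers had 0.36 (camera adjusted p = 0.000678, higher in 3 of 3 pairs), from 20.9 to 26.8 CPM on average, led by *Tnnt2*, *Mb* and *Actc1*, with 0 on another list and 8 over 10 CPM. The 5 erythroid markers had 0.33 (camera adjusted p = 0.000764, higher in 3 of 3 pairs), from 68.4 to 85.7 CPM, led by *Hba-a1*, *Hbb-bs* and *Hba-a2*, with 0 on another list and 4 over 10 CPM. Without pair 1 the cardiomyocyte and erythroid medians were 0.16 and 0.022 and were not called, and without pair 3 the erythroid median was 0.52.

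The other lists were not called with all pairs. Endothelial markers (12 genes, led by *Kdr*, *Pecam1* and *Tie1*, 836 and 877 CPM on average) had a median of 0.14, with 2 on another list and 12 over 10 CPM. Their median was −0.031 without pair 1 and 0.27 without pair 2, where it was called. Pericyte and smooth muscle markers (10 genes, led by *Rgs5*, *Abcc9* and *Acta2*, 41.6 and 32.2 CPM) had −0.35, with 10 on another list and 7 over 10 CPM. Their median was −0.21 without pair 1, −0.70 without pair 2, where it was called, and −0.13 without pair 3. Macrophage and monocyte markers (12 genes, led by *Lyz2*, *Ly6c2* and *Cd14*, 89.4 and 61.1 CPM) had 0.035, with 1 on another list and 7 over 10 CPM. Dendritic cell markers (9 genes, led by *Zbtb46*, *Cd74* and *H2-Ab1*, 41.6 and 51.1 CPM) had 0.11, with 1 on another list and 5 over 10 CPM, and went to −0.068, −0.065 and −0.029 without pair 1, 2 and 3. Neutrophil markers (5 genes, led by *Csf3r*, *S100a9* and *S100a8*, 11.9 and 22.3 CPM) had 0.85, with 0 on another list and 3 over 10 CPM. Their median was −1.23 without pair 1 and 3.26 without pair 3, where it was called. Cycling cell markers (14 genes, led by *Rrm2*, *Top2a* and *Ccna2*, 5.52 and 5.74 CPM) had 0.045, with 0 on another list and 2 over 10 CPM, and their median was 0.0066 without pair 1, 0.13 without pair 2 and 0.0066 without pair 3. Mesothelial markers (4 genes, led by *Upk3b*, *Msln* and *Lrrn4*, 5.61 and 5.16 CPM, median 0.31) were too few to test, with 0 on another list and 0 over 10 CPM.

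Immune cell content may have differed between sorts. The macrophage and monocyte markers differed by 0.96 and 0.42 in pairs 1 and 2 and by −2.82 in pair 3. *Lyz2* had 17.1, 507 and 1527 CPM in the wt libraries and 246, 844 and 67.4 CPM in the libraries labelled flt3L-/-. Their median over the pairs was −1.11 without pair 1, −0.62 without pair 2 and 0.63 without pair 3, where camera called it. The pairs disagree in direction, so 3 pairs leave a sorting difference and an effect of the genotype open, and these cannot be told apart.

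A smaller share of natural killer cells may underlie another pattern. Of 21 tested genes, those of natural killer cell receptors and *Eomes*, a transcription factor gene, 17 were lower in each pair, 81.0% against 11.5% of all genes, with medians of −1.12, −0.52 and −3.37 in pairs 1, 2 and 3. The most abundant were *Klrk1*, *Klrd1* and *Klri2*, 8 of the 21 exceeded 10 CPM and 2 are on another list. The *Klr* genes are paralogs, and reads shared among them may blur which of them fell. Such reads do not explain the fall of the group, since *Eomes* (−1.14, −1.14 and −3.37 in the pairs) and the NK cell markers *Gzma* (−1.14, −0.83 and −3.37), *Gzmb* (−0.48, −0.40 and −3.02) and *Nkg7* (−1.07, −0.17 and −3.14) fell as well. The 21 genes were chosen for the pattern, and a smaller share of the cells and a lower level per cell cannot be told apart in sorted pools.

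A smaller share of fibroblast-type cells could lower the collagens. The 9 fibroblast markers that are not collagens had a median of −0.62, with −0.89, 0.24 and −1.13 in pairs 1, 2 and 3, and the collagens had medians of −0.75, −0.17 and −1.45. Of the 9 markers, 9 are on another list and 8 exceeded 10 CPM, led by *Gsn*, *Dcn* and *Postn*. Cell number and level per cell cannot be told apart in sorted pools, and an effect of the genotype on collagen genes stays open and was not tested apart from the comparison itself.

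*Serpinh1* was higher while the collagens were lower. A heat shock response could raise it, since 17 heat shock genes, led by *Hspa1b*, *Hspa1a* and *Hsp90ab1*, had a median of 0.40 and 11 of them were higher in each pair. Their median was 0.29, 0.15 and 0.80 in pairs 1, 2 and 3, largest in the pair in which *Serpinh1* rose least. The most abundant of them, *Hspa1b* and *Hspa1a*, changed by −0.014 and −0.0011 in pair 2, where *Serpinh1* rose by 1.79, and by 0.29 and 0.27 over all pairs. A change at its locus could also reach its neighbours. Of 23 tested genes within 1 Mb, 4 had an unadjusted p under 0.05, *Map6* (0.85), *Gdpd5* (0.76), *Pgm2l1* (0.64) and *P4ha3* (−0.89), which were chosen after their values were seen, and 2.34% of all genes had as many such neighbours. *Map6* ends at 99337137, and *Serpinh1*, on the opposite strand, begins at 99345376 in these coordinates. The reads were unstranded, so reads of *Serpinh1* counted on *Map6* cannot be ruled out. Neither a heat shock response nor a change at the locus is excluded by these values. An effect of the genotype and a difference of strain background stay open.

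Strain variants linked to the targeted gene would gather genes with a small p-value around it. The 484 genes with an unadjusted p under 0.05 are fewer than the 674 that p-values spread evenly give, and 0.826% of them lie within 5 Mb of *Flt3l*. Of the 107 tested genes in that region, 3.74% had such a p-value against 3.59% of all genes, which argues against such a gathering. The region covers linked variants only. Differences of strain background or colony elsewhere in the genome were not tested. For every result here they cannot be told apart from the genotype label.

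Longer transcripts are not the whole cause of the lower sets. With a trend of transcript length removed from each library, the mean log2 fold change was −0.59 for collagens (SD over pairs 0.57), −0.46 for Wnt-binding proteins (0.075), −0.27 for heart development (0.12), −0.32 for stem cell differentiation (0.17) and −0.34 for EMT (0.28). Of the sets that were higher, the respiratory chain (0.055) and the ribosomal proteins (0.015) were no longer called with the trend removed, so transcript length stays open as a cause of their rise. Cell composition and genotype stay open for the sets that were lower.

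The libraries can be split into groups of 3 in 10 ways. Of these, 4 part every pair and were compared with each other, and the other 6 part 1 pair. As many genes with an unadjusted p under 0.05 as the 484 of the real split were found in 3 of the 4 splits, with 510 when the labels of pair 1 were exchanged, 940 for pair 2 and 309 for pair 3. As many marker lists were called in 3 of 4. The real split was 1 of 4, the most extreme, for the genes of Table S1 with an unadjusted p under 0.05 (19 against 0, 0 and 1), for the gene sets called (15 against 7, 13 and 3) and for the Reactome sets called (193 against 188, 74 and 31). By its camera p-value the real split was the most extreme, 1 of 4, for 11 of the 16 gene sets. As small a p-value was found in 2 of the 4 splits for the respiratory chain, interferon-induced and EMT sets, and in 3 of the 4 for the chemokine ligands and ribosomal proteins. With 4 splits the share cannot be under 0.05. Table S1 was chosen on the real split, so its count is not independent.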
